# MicroRNA-99a and 100 mediated upregulation of FOXA1 in bladder cancer

**DOI:** 10.18632/oncotarget.2221

**Published:** 2014-07-15

**Authors:** Ross M. Drayton, Stefan Peter, Katie Myers, Saiful Miah, Ewa Dudziec, Helen E. Bryant, James W. F. Catto

**Keywords:** FOXA1, Urothelial cancer, Bladder cancer, FGFR3

## Abstract

Urothelial cell carcinoma of the bladder (UCC) is a common disease often characterized by FGFR3 dysregulation. Whilst upregulation of this oncogene occurs most frequently in low-grade non-invasive tumors, recent data reveal increased FGFR3 expression characterizes a common sub-type of invasive UCC sharing molecular similarities with breast cancer. These similarities include upregulation of the FOXA1 transcription factor and reduced expression of microRNAs-99a/100. We have previously identified direct regulation of FGFR3 by these two microRNAs and now search for further targets. Using a microarray meta-database we find potential FOXA1 regulation by microRNAs-99a/100. We confirm direct targeting of the FOXA1 3′UTR by microRNAs-99a/100 and also potential indirect regulation through microRNA-485-5p/SOX5/JUN-D/FOXL1 and microRNA-486/FOXO1a. In 292 benign and malignant urothelial samples, we find an inverse correlation between the expression of FOXA1 and microRNAs-99a/100 (r=−0.33 to −0.43, p<0.05). As for FGFR3 in UCC, tumors with high FOXA1 expression have lower rates of progression than those with low expression (Log rank p=0.009). Using global gene expression and CpG methylation profiling we find genotypic consequences of FOXA1 upregulation in UCC. Genetic changes are associated with regional hypomethylation, occur near FOXA1 binding sites, and mirror gene expression changes previously reported in FGFR3 mutant-UCC. These include gene silencing through aberrant hypermethylation (e.g. IGFBP3) and affect genes characterizing breast cancer sub-types (e.g. ERBB2). In conclusion, we have identified microRNAs-99a/100 mediate a direct relationship between FGFR3 and FOXA1 and potentially facilitate cross talk between these pathways in UCC.

## INTRODUCTION

Urothelial carcinoma of the bladder (UCC) is the fourth commonest male malignancy [1]. Despite its high prevalence and the cost of managing affected patients, there have been few advances in the treatment of this disease since the introduction of cisplatin based regimens [2, 3]. Clinical and molecular data suggest UCC is characterised by two distinct phenotypes with low and high-grade differentiation [4, 5]. Whilst the former has an excellent prognosis [6], high-grade tumors are aggressive cancers that progress to invasion, metastases and death [7]. Recent profiling reports have revealed invasive high-grade UCC can be clustered according to genes reflecting FGFR3 status (including papillary histology and FGFR3 related microRNAs), those seen in luminal breast cancer, and epithelial lineage and stem/progenitor cytokeratins (including a proportion of tumors with squamous histology) [8]. This clustering can reflect basal-like and luminal compartments in breast cancer, and may result in different sensitivities to cisplatin based chemotherapy [9], [10].

These data underlie the importance of FGFR3 in UCC biology. Whilst mutation of this oncogene occurs most commonly in low-grade non-invasive UCC [11], FGFR3 upregulation characterises the large chemosensitive sub-group of invasive cancers [10]. We were the first group to report FGFR3 upregulation in UCC through loss of microRNA-99a/100 expression (miRs-99a/100) [12]. We identified this appeared before FGFR3 mutation and may explain the high proportion of invasive UCC with upregulated wild type FGFR3 [8]. Importantly, the FGFR3 cluster of invasive UCC are also characterised by loss of expression of miRs-99a/100. MicroRNAs (miRs) are short non-coding RNA molecules that post-transcriptionally modulate protein expression [13]. Mature miRs are directed to mRNAs with a complementary seed sequence to nucleotides 1-8 of their 5' structure. Modulation of protein expression appears proportional to the extent of complementation, the context, the frequency and proximity, and the evolutionary conservation of the seed sequence. As each miR may target many mRNAs, we hypothesized that miRs-99a/100 modulate the expression of other mRNAs important for UCC biology. Here we report a search for and validation of potential candidates.

## RESULTS

### Identification of potential targets for miRs-99a/100

We extracted mRNA expression profiles from 7 microarray datasets [14-18] [19] [20] defining genes upregulated in n=958 low grade, superficial or non-muscle invasive UCC (n=12 Oncomine concepts, Supplementary table 1) when compared to either invasive (n=446) tumors or normal urothelial (n=135) samples. We selected the top 10% of upregulated genes (4,935 unique genes) and identified 20 that were predicted to be targets of miRs-99a/100 (from a total of 52 predicted targets). Upregulated genes appeared enriched for miR-99a/100 targets, when compared to the entire genome (20/4,935 vs 52/32,000, χ2=8.2, p<0.001). We ranked genes according to frequency of detection in the microarray comparisons (table 1). The commonest detected target was FGFR3 (found in 8/12 concepts), followed by the transcription factors FOXA1 and HOXA1 (in 6/12 and 3/12 concepts, respectively). We correlated expression profiles for miRs-99a/100 with these predicted targets using RNA profiles in the 72 samples from cohort 1 (table 2) and identified significant inverse correlations for FGFR3 (r=−0.48 to −0.52, p<0.01) and FOXA1 (r=−0.33 to −0.43, p<0.05). Non-significant negative correlations were seen for HOXA1.

**Table 1:** Predicted targets of microRNA-99a/100 found with increased expression in low grade or non-invasive in Urothelial carcinoma of the bladder The frequency of detection (from 12 Oncomine concepts) is shown, together with the Pearson's correlation coefficient to the expression of miRs-99a/100 in 72 urothelial samples

	Freq. in Oncomine concepts	Pearson's correlation of miR-mRNA expression	

Gene		miR-99a	miR-100
FGFR3	8	−0.48**	−0.52**
FOXA1	6	−0.43**	−0.33*
HOXA1	3	−0.22	−0.16
BMPR2	2	0.03	0.10
ICMT	2	0.07	0.05
MTMR3	2	0.04	0.05
OGT	2	0.04	0.05
ZBTB7A	2	−0.11	−0.05
ADCY1	1	−0.09	0.12
C4orf16	1	0.32	0.14
EIF2C2	1	−0.18	−0.12
FRAP1	1	−0.01	0.04
HS3ST3B1	1	0.08	0.08
IGF1R	1	−0.06	−0.07
NXF1	1	0.12	0.07
PI15	1	0.05	0.10
PPP1CB	1	0.04	0.13
SMARCA5	1	0.07	0.02
SMARCD1	1	0.18	0.04
ZZEF1	1	0.20	0.03

* Significance p<0.05

** Significance p<0.01

**Table 2:** Description of the patient samples used to investigate miRs-99a/100 targeting of mRNAs in bladder cancer The first cohort was used to investigate correlations between potential target genes and microRNA expression. The second cohort was used to explore the role of the predicted targets across the UCC spectrum

		Cohort 1		Cohort 2	
		n	%	n	%
Tissue	UCC	52	72.2%	207	94.1%
	Normal (UCC case)	10	13.9%	7	3.2%
	Normal (non-UCC)	10	13.9%	6	2.7%
Gender	Male	40	76.9%	161	73.2%
	Female	12	23.1%	59	26.8%
Age	Mean	72.3 yrs		71.9 yrs	
	Range	46-90 yrs		36-93 yrs	
Phenotype	Low Grade NMI	22	42.3%	60	27.3%
	High Grade NMI	12	23.1%	56	25.5%
	Invasive	18	34.6%	81	36.8%
	Not known			8	3.6%
Stage	pTa	25	48.1%	74	33.6%
	pTis	2	3.8%	9	4.1%
	pT1	7	13.5%	35	15.9%
	pT2-4	18	34.6%	81	36.8%
	Not known			8	3.6%
Recurrence	Yes	27	51.9%	49	22.3%
	No	25	48.1%	149	67.7%
Progression	Yes	18	34.6%	61	27.7%
	No	34	65.4%	137	62.3%
Follow up	Mean	35.6 months		32.4 months	
	Range	0-93 months		0.6-111 months	
Total		72	100%	220	100%

### Targeting of FOXA1 by miRs-99a/100

To explore targeting of FOXA1 and HOXA1 by miRs-99a/100, we examined protein expression in NHU cells following microRNA knockdown. For comparison we included FGFR3, phosphorylated-ERK 1/2 (as a marker of FGFR3 signaling pathway activity) and IGF1R (also potential target). Upregulation of FOXA1 (2.9 to 3.1 fold (±st. dev. 0.23 to 0.32)) and FGFR3 (1.5 to 2.1 fold (±0.15 to 0.23)) and ERK1/2 phosphorylation (1.3 to 2.5 fold (±0.1 to 0.4)) was seen following knockdown (figure 1a). In contrast, no change was seen for IGF1R and HOXA1. To investigate direct targeting of the FOXA1 3' UTR we synthesized a luciferase reporter construct incorporating the miR-99a/100 seed sequence from FOXA1. We observed increases in luciferase fluorescence with anti-miRs to miR-99a (1.4 fold (±0.2)) and miR-100 (1.5 fold (±0.21), figure 1b).

**Figure 1:**
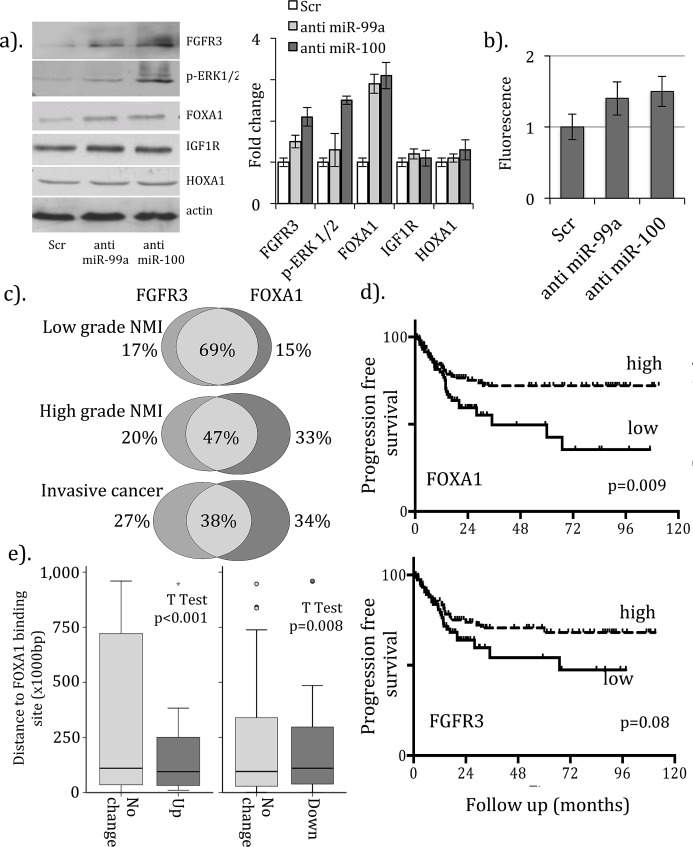
Regulation of FOXA1 expression by microRNAs-99a/100 in bladder cancer (a). Western blotting for protein expression reveals upregulation of FGFR3, phosphorylation of ERK1/2 and FOXA1 following transfection of NHU cells with anti-miRs to miRs-99a/100 but not the scrambled RNA control. Image densitometry reveals 3-fold increases in expression for FOXA1 with anti-miRs-99a/100. (b). A reporter construct assay reveals 1.3/1.4 fold increases in luciferase expression in NHU cells treated with anti-miRs-99a/100, when normalized to the scrambled control. Expression profiling using QrtPCR in 220 benign and malignant urothelial samples revealed (c). overlap of upregulation for FOXA1 and FGFR3 in UCC, which is greatest in low-grade NMI cancers, and (d). lower rates of progression to more advanced disease for tumors with high FGFR3 and high FOXA1 when compared to those with low expression (the difference in greatest in low stage and low tumors (supplementary figure 3)). (e). Genes with upregulation following FOXA1 transfection in T24/EJ cells are located closer to known FOXA1 binding sites (in HepG2 cells) than those with no change in expression or those with reduced expression (down regulation).

Whilst direct targeting of the FOXA1 3' UTR may occur through miRs-99a/100, we wondered whether a further indirect pathway may contribute to the 2-3 fold rise in protein expression seen. We investigated the potential for microRNA networks within a tumor [21]. We performed TLDA multiplex qrtPCR in triplicate on the NHU cells with anti-miRs to 99a/100 and a scrambled control. When normalized to this control, concordant reduced expression (<0.5 fold) was seen for 9 miRs (7 shared between miRs-99a/100) and increased expression (>2 fold) for 63 miRs (supplementary figure 1). We focused upon the 7 miRs with reduced expression for both miRs-99a/100, hypothesizing their loss could lead to upregulation of FOXA1 promoting factors. The expression of each miR was closely correlated (Pearson's Coefficient r=0.43 to 0.74, p=8.0×10^−14^ to 0.08, table 3) with miRs-99a/100 in the 72 urothelial samples from cohort 1. Predicted mRNA targets of these 7 miRs (obtained from TargetScan) included 14 transcription factors with binding sites within the FOXA1 promoter, e.g. miR-485-5p predicted to target SOX5, JUN-D and FOXL1, and miR-486 proven to regulate FOXO1a [22]. As such, loss of expression of these miRs may lead to upregulation of these transcription factors and increased FOXA1.

**Table 3:** Correlation of microRNAs with loss of expression following miRs-99a/100 knock-down (a). Expression is shown (as fold change) for each miR in NHU cells transfected with anti-miRs to miRs-99a/100, normalised to scrambled RNA control. For each, the correlation of expression is also shown in 72 urothelial samples (from cohort 1). In (b). we show predicted targeting by these microRNAs of transcription factors with binding sites within the FOXA1 promoter. For example, miR-485-5p is predicted to target 3 transcription factors. Targeting of FOXO1a by miR-486 has been reported [22]

a). Reciprocal loss of microRNA expression following miRs-99a/100 knock-down							
	miR-485-5p	miR-500a	miR-486	let-7e	miR-657	miR-133b	miR-139-5p
Fold change (with anti miR-100)	0.001	0.01	0.01	0.04	0.04	0.001	0.05
Fold change (with anti miR-99a)	0.001	0.01	0.06	0.27	0.33	0.99	0.05
Correlation with miR-100 (Pearson, R)	0.71	0.52	0.43	0.56	0.26	0.65	0.68
p value	2.01E-09	6.20E-06	4.98E-05	5.14E-08	9.52E-02	4.03E-11	2.38E-11
Correlation with miR-99a (Pearson, R)	0.68	0.57	0.46	0.6	0.27	0.65	0.74
p value	1.61E-08	7.60E-07	1.23E-05	4.61E-09	8.87E-02	4.12E-11	8.00E-14
b). Transcription factors within the FOXA1 promoter							
	miR-485-5p	miR-500a	miR-486	let-7e	miR-657	miR-133b	miR-139-5p
AHR		1					
AML1A		1					
BACH1				1			
FOXL1	1						
FOXO1a			1				1
HOXA9				1		1	1
JunD	1						
SOX5	1						1
Sp1					1	1	

### FOXA1 and FGFR3 expression in bladder cancer

Whilst recent data report upregulation of both FGFR3 and FOXA1 characterize the papillary (luminal breast cancer-like) molecular subtype of invasive UCC [8] [10], these reports did not include low-grade tumors. To examine expression throughout the UCC spectrum and to compare profiles with outcome, we measured mRNA using QrtPCR in 220 urothelial samples (cohort 2). For both mRNAs, highest expression was seen in non-invasive pTa and low-grade tumors (ANOVA p<0.02, Supplementary figure 2)). Upregulation of both FGFR3 and FOXA1 (when dichotomized around the mean) was seen in 69% of low-grade, in 47% of high-grade NMI and in 38% of muscle invasive cancers with high expression of either (figure 1c, χ2=18.0, p<0.001). Tumors with high expression had lower rates of progression to more advanced disease, when compared to those with low expression (figure 1d). This difference reached significance for FOXA1 (Log rank p=0.009, Bonferroni corrected) but not FGFR3 (p=0.08). Sub-group analysis revealed that this difference in progression free survival was only apparent in non-invasive cancers (supplementary figure 3) and in low grade tumors (data not shown, Log rank values for FOXA1; low grade p=0.002, high grade 3 p=0.24. Log rank values for FGFR3; low grade 1 p=0.003, high grade 3 p=0.29).

### Molecular events of FOXA1 upregulation in Bladder Cancer

Having identified high FOXA1 and high FGFR3 expression are correlated in a cohort of UCC and partially regulated through miRs-99a/100, we wondered about the molecular consequences of FOXA1 upregulation in UCC. 

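EJ/T24 is an established human cell line of invasive bladder cancer. Whole genome mRNA expression in these cells was measured on 6 HG-U133 Plus 2.0 arrays, 3 of cells transfected with FOXA1 and 3 of cells given an empty plasmid (control). This 1-colour array reads each transcript through 1 or more probesets, which are groups of short oligonucleotides. The paper describes a pcDNA3 vector containing FOXA1, and 24 μg of DNA with 90 μl of Lipofectamine LTX for each 90 mm dish at 70% confluence, whereas the sample labels name another Lipofectamine reagent and give pUC19 as the empty vector. The experiments were performed in triplicate. The paper also names duplicates and experimental replicates, and shows triplicates of both groups in the western blot of Supplementary figure 4. It does not state that the 3 arrays of a group came from separate cultures. The p-values therefore measure only the spread between these arrays, which may be technical. The authors deposited MAS5 signals on a linear scale, with a mean of 100.01 in each array once its highest and lowest 2% of signals were left out. The methods then describe RMA log2 values and significance analysis of microarrays (SAM), and these signals do not include the RMA step. Here each signal was converted to log2, after the 25 values listed at 0 were set to 0.1, and the groups were compared with limma and Benjamini-Hochberg adjustment. The median signal was 14.4 to 17.5 in the 3 FOXA1 transfected arrays and 12.3 to 16.1 in the 3 control arrays. Of 54675 probesets, 62 were array controls and 54613 were tested. A single gene symbol was given for 41091 of these, several for 1801 and none for 11721, and the last are unnamed here, not without a gene. For counts of genes and for gene lists, each of 19775 genes was read by its brightest probeset. The lists, the rule for the genes named and the alternatives were fixed before the data were examined, apart from 3 alternatives and 1 gene name chosen after seeing the data. The values of the study's Supplementary table 2, which come from these arrays, had been read when the rule was written. Lists that hold genes of that table are therefore not independent of these arrays. The ratio of the 3' to the 5' probesets of ACTB, a sign of RNA quality, was 2.37 ± 0.228 (SD, n = 3) in FOXA1 transfected and 1.73 ± 0.188 (SD, n = 3) in control cells, without overlap (exact two-sided permutation test, p = 0.1, the smallest p that 3 arrays against 3 allow). For GAPDH it was 0.920 ± 0.0217 and 0.899 ± 0.00927 (exact two-sided permutation test, p = 0.3). The number of arrays limits the precision. In simulated data made from these arrays, limma recovered 37% of the probesets changed by 1 log2 unit and 71% of those changed by 2. These shares were not split by signal, so they do not give the recovery at dim probesets.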

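FOXA1, a forkhead transcription factor that opens chromatin for other regulators, is read by 2 probesets. At the brighter its signal was 35.2 ± 3.52 (SD, n = 3 arrays) in FOXA1 transfected cells and 22.4 ± 1.78 (SD, n = 3) in control cells, a ratio of 1.57. This is a log2 difference of 0.65 (SE 0.23, adjusted p = 0.307 from limma). All 3 FOXA1 transfected arrays lay above all 3 control arrays (exact two-sided permutation test, p = 0.1). Each signed value given for these arrays is FOXA1 transfected minus control, as the sample labels name the groups. This direction opposes that of the study's table of changed genes (Supplementary table 2), in which each of the 50 probesets has the other sign. The western blot of Supplementary figure 4 shows stronger FOXA1 bands in the FOXA1 lanes, which runs the same way as the brighter probeset and does not settle which arrays are which. Whether the probes of the brighter probeset lie inside the transfected sequence is not given in the sources used here. At the dimmer FOXA1 probeset the signals were 5.30 ± 2.43 and 7.07 ± 1.07 (log2 difference -0.54, SE 0.64). FGFR3, the fibroblast growth factor receptor, had signals of 4.40 ± 1.83 in FOXA1 transfected and 3.80 ± 1.71 in control cells at its brighter probeset of the 2 read here, and 3.53 ± 3.54 and 1.60 ± 0.755 at the other. These lie near 3.5, the 20th percentile of all signals, and no difference in FGFR3 was detectable.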

For analysis, we transfected EJ/T24 cells (as they have low FOXA1 expression, have wild type FGFR3 and are not dependent upon FGF signaling) with FOXA1 or the empty plasmid (control)(supplementary figure 4) [23]. We analyzed whole genome mRNA expression and CpG methylation, as reports show that FOXA1 recruitment is associated with DNA demethylation and changes in chromatin conformation [24-26] [27]. Microarray data were filtered for probes concordant between duplicates and experimental replicates, before matching between platforms and normalizing to control (cells transfected with the empty plasmid). 

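H2BC12, a replication-dependent histone gene, had a signal of 587 ± 68.9 (SD, n = 3 arrays) in FOXA1 transfected cells and 357 ± 62.7 (SD, n = 3) in control cells, and PRPF3, a splicing factor, had 152 ± 16.3 and 92.3 ± 2.15. CDC25C, a phosphatase that drives entry into mitosis, had 50.4 ± 9.06 and 91.9 ± 7.73, and MAP3K5, a stress activated kinase, had 185 ± 4.41 and 269 ± 7.15. In each of these 4 genes, all of them in Supplementary table 2 with the other sign, the arrays of the 2 groups did not overlap at the probeset of that table. For CDC25C that is not its brightest probeset, at which the signals were 234 ± 23.7 and 286 ± 33.6 (log2 difference -0.29), with overlap. None of the 4 probesets passed limma over all probesets (adjusted p = 0.0932, 0.0779, 0.0993 and 0.0749), and all 4 passed when probesets at or under the median signal were left out. Over all 54613 probesets, 5756 had every FOXA1 transfected array above every control array and 3200 had every one below. Together these were 16.4% of the probesets, against 10% on average over all splits of 3 arrays against 3. The share was not computed for the other splits, so it does not show a group effect beyond chance. Among the 27306 probesets above the median signal the share was 21.75%. Across probesets, the Pearson correlation of log2 signals averaged 0.9265 to 0.9355 between an array and the others of its group, and 0.9257 to 0.9319 between an array and those of the other group. FOXA1 transfected array 3 averaged 0.9297 with its own group and 0.9319 with the control arrays. The paper's text does not name the threshold of its filter for concordance in the expression arrays, and no such filter was applied here.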

Our final dataset included 12,939 genes with 162,338 matching CpG probes across the promoter region (n=51,112), inside exon 1 and around transcription start sites (n=105,133), and downstream from the gene (n=6,093) (dataset is available at http://www.sheffield.ac.uk/oncology/units/urology/data). As expected, we observed increases in gene expression with the density of CpG hypomethylation and reductions in expression with hypermethylation (T test p<0.001, supplementary figure 5) in FOXA1 transfected cells [28]. These associations were closest for CpG probes within the gene promoter and around the transcription start site/exon 1 (annotated as inside the gene), when compared to probes downstream from the gene.

FOXA1 transfection produced upregulation of 5,455/12,939 (42%) transcripts including 1,650 (13%) with more than 1.2 fold increase (supplementary figure 5), when compared to controls. 

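In FOXA1 transfected cells, as labelled, 11699 of 19775 genes (59.2%) had a ratio of geometric mean signals to control above 1, and 6252 (31.6%) a ratio above 1.2. The opposite signs of the study's table leave the direction open. With the groups turned, the shares were 40.83% above 1 and 15.59% above 1.2. Of 37 measured interferon stimulated genes, which form the antiviral response, 27 had log2 differences above 0 and 10 below 0, with a median of 0.34. None passed limma over all probesets. Adjusted over the list alone, 3 were higher (IFI6, IFIT3 and IRF1) and 1 was lower (DDX60). IFI6, an interferon induced mitochondrial protein, had a signal of 249 ± 36.6 (SD, n = 3) in FOXA1 transfected and 154 ± 11.1 (SD, n = 3) in control cells, a log2 difference of 0.68 (SE 0.12, adjusted p = 0.0827 from limma over all probesets). The log2 differences of IFIT3, IRF1 and DDX60 were 0.79, 0.58 and -0.48. As a set, these genes did not pass camera (adjusted p = 0.0784, and adjusted p = 0.832 with an estimated correlation). Of 23 genes that accompany FOXA1 in hormone responsive and liver cells, 18 lay above 0 and 5 below. Their median was 0.28, and 0.14 to 0.39 without 1 array. None passed over all probesets, and FOXA2, a forkhead factor related to FOXA1, was the 1 gene higher when adjusted over the list alone, at 16.0 ± 3.09 against 2.87 ± 1.36 (log2 difference 2.62, SE 0.63, adjusted p = 0.166 from limma over all probesets). Its control signal lies under 3.5, the 20th percentile, where signals have no order, and with signals under 3.5 set to 3.5 the difference was 2.14. AGR2, a secretory pathway protein of luminal tumors, differed by 2.30 (1.71 with that floor) and MLPH by 0.74 without passing. This list had an adjusted p of 0.235 from camera (adjusted p = 0.832 with an estimated correlation). Of 15 WNT inhibitors and endoderm factors, 11 lay above 0 and 4 below (camera adjusted p = 0.589, and 0.832 with an estimated correlation). Their median was 0.25, and 0.14 to 0.39 without 1 array. DKK1, a secreted WNT inhibitor, was higher over all probesets and was also the 1 gene that passed when adjusted over the list alone. KREMEN1, a receptor for DKK1, differed by 0.52 and DKK3 by -0.41. The study's own table holds DKK1 and SOX17 of this list, so their direction is not independent evidence. At the table's probesets both were higher here, where the table has them lower (folds 0.58 and 0.7). Beside these lists, 21 markers of leukocytes, endothelium, muscle and nerve had 15 above 0 and 6 below, with a median of 0.27. Without 1 array that median ranged from 0.08 to 0.585, and that of the interferon list from 0.22 to 0.45. The arrays that these groups come from also differed in the ACTB 3' to 5' ratio, 2.37 in FOXA1 transfected against 1.73 in control cells. When each array was centred on its median, 38.3% of genes lay above 1 and 21.0% above 1.2, and the interferon and hormone responsive lists passed camera, with medians of 0.16 and 0.10. That centring moved the median log2 difference of all probesets from 0.08 to -0.10, quantile normalization moved it to -0.005, and with dim probesets left out 19.8% of genes lay above 1.2.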

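At an adjusted p under 0.05 from limma, 21 probesets rose and 11 fell in FOXA1 transfected cells, as labelled, out of 54613. The direction stays open, since the 5 of these in the study's table, all higher here, are lower there. Among them are MAP2K5 (fold 0.04), SHISA3 (0.22), DKK1 (0.58) and RPL37A (0.59). MAP2K5, the kinase that activates ERK5, had a signal of 272 ± 102 (SD, n = 3 arrays) in FOXA1 transfected and 8.40 ± 5.16 (SD, n = 3) in control cells, a log2 difference of 5.13 (SE 0.39, adjusted p = 0.001185). SHISA3, which holds back WNT and FGF receptors, rose from 19.7 ± 1.67 to 92.1 ± 25.6 (log2 difference 2.19, SE 0.23, adjusted p = 0.00818 from limma). DKK1 rose from 216 ± 12.9 to 390 ± 22.8, a log2 difference of 0.85 (SE 0.09) at the same adjusted p. ID2, which blocks DNA binding by helix-loop-helix factors, rose from 99.6 ± 9.65 to 183 ± 7.98 (log2 difference 0.88, adjusted p = 0.0285 from limma). NADK, the kinase that makes NADP, was at 592 ± 22.6 in control and 332 ± 16.8 in FOXA1 transfected cells, a log2 difference of -0.84 (SE 0.08, adjusted p = 0.00697 from limma). ARF3, a GTPase of the Golgi, was at 722 ± 9.00 and 432 ± 21.4 (log2 difference -0.74). FSCN1, which bundles actin, had the largest fall, from 111 ± 3.53 to 28.5 ± 8.69 (log2 difference -2.01, SE 0.21, adjusted p = 0.00818 from limma). The Mediator subunit MED28, the mitochondrial ribosomal protein MRPL44, the ribosomal protein RPL37A and ZNF445 rose by log2 differences of 0.83 to 1.15. RGS10, MORF4L1, MKNK2, NDE1, FKBP2 and COX5B had log2 differences between -0.75 and -0.58. Other probesets of these genes with signals over 4 times 3.5, the 20th percentile, had log2 differences smaller in size. Those with the sign of the call reached 0.33 for MAP2K5 (of 3), 0.20 for MED28 (of 7), 0.36 for ID2 (of 1), 0.17 for ZNF445 (of 1), 0.20 for RPL37A (of 2), -0.35 for NADK (of 4), -0.53 for RGS10 (of 2), -0.19 for MORF4L1 (of 2), -0.11 for NDE1 (of 3) and -0.47 for COX5B (of 3, adjusted p = 0.0629 from limma). With the other sign there were -0.22 for MAP2K5, -0.39 for MED28, -0.27 for RPL37A, -0.08 for MRPL44, 0.19 for FSCN1, 0.29 for ARF3, 0.10 for NADK, 0.50 for RGS10, 0.34 for MKNK2, 0.03 for MORF4L1, 0.12 for NDE1 and 0.01 for COX5B. In all 32 probesets the arrays of the 2 groups did not overlap, and 28 of the 32 have 1 gene symbol. At an unadjusted p under 0.05 there were 6192 probesets. Without FOXA1 transfected array 1, 2 or 3 the number past the threshold was 10, 6 or 76, and without control array 1, 2 or 3 it was 10, 5 or 4. MAP2K5 and MED28 passed in all 6 of these, NADK in 4, FSCN1 and SHISA3 in 3, ARF3 in 2, and DKK1 and ID2 in 1. Of 8 other planned settings, MAP2K5, MED28, NADK, ARF3 and FSCN1 passed in 5, and DKK1 and ID2 in 4. SHISA3 passed in 4 of the 7 that test it. MAP2K5 did not pass by SAM, by limma without the intensity trend, or with signals under 3.5 set to 3.5. That floor called 37 probesets and shared 6 of the 32. SAM called 4 probesets, limma without the intensity trend 1, median centring left 7, and leaving out dim probesets gave 179.

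**Figure D1:**
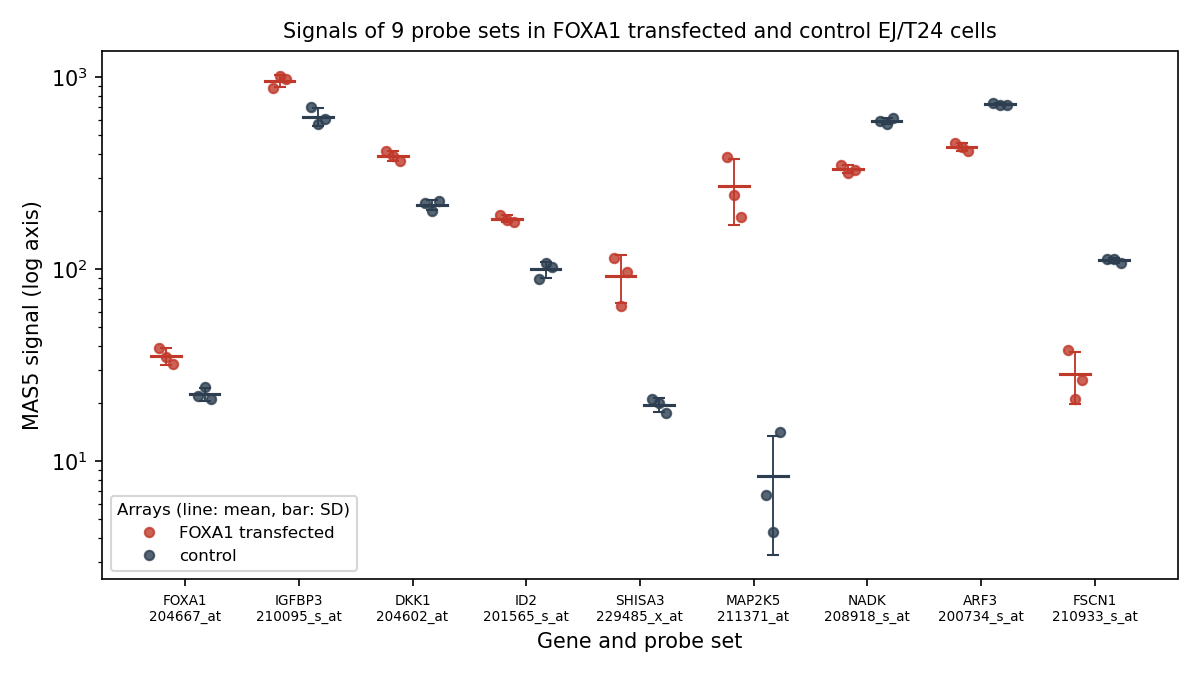
MAS5 signal on a log axis at 9 probesets, in 3 FOXA1 transfected and 3 control arrays of EJ/T24 cells, with points for arrays, lines for means and bars for SD. At MAP2K5 the FOXA1 transfected arrays lie above all control arrays and at FSCN1 below them, while FOXA1 and IGFBP3, without overlap, did not pass limma over all probesets.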

Differences in expression reached significance (FDR <5%) in 50 genes, including 14 up and 36 down-regulated mRNAs. These were involved in the negative regulation of signal transduction, chromatin alterations and nucleosome assembly, DNA methylation, DNA binding and mutagenesis repair and metabolic regulation (p<0.05, supplementary table 2). 

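Of 38 measured replication-dependent histone genes, which supply histones for new nucleosomes in S phase, 28 had log2 differences above 0 in FOXA1 transfected cells and 10 below 0, with a median of 0.32. None passed limma over all probesets, and 1, H2BC12, was higher when adjusted over the list alone (log2 difference 0.73, SE 0.13). With the replicate number as a block H2BC12 passed over all probesets (adjusted p = 0.01618 from limma), but the numbers are not taken to pair the arrays. H4C8 differed by 0.84, H2BC5 by 0.45 and H4C11 by 0.44, the last 2 at probesets of the _x_at kind, which can also bind near-identical transcripts. The study picked H2BC12 and H2AC15 of this list for its table from these arrays, so their direction is not independent evidence. That table has both lower (folds 0.58 and 0.62), opposite to the signs here, so the direction stays open. The list did not pass camera (adjusted p = 0.0784, and adjusted p = 0.832 with an estimated correlation). It passed after median centring, with dim probesets left out, and without control array 1 (adjusted p = 0.0128, in a range of 0.001666 to 0.832 over the alternatives). Some histone genes had signals under 3.5, where signals have no order. An example is H2BC13, at 1.67 in FOXA1 transfected and 1.43 in control cells. With dim probesets left out, the 23 histone genes that remained had a median of 0.44. The methods prime cDNA with an oligo-d(T) primer, and how fully that captures histone transcripts was not tested. Markers of leukocytes, endothelium, muscle and nerve, 21 in number, had a median of 0.27, with 15 above 0 and 6 below. Without 1 array that median ranged from 0.08 to 0.585, and that of the histone list from 0.23 to 0.43. Of 40 genes that modify chromatin or methylate DNA, 23 lay above 0 and 17 below, with a median of 0.03, and none passed over all probesets or when adjusted over the list alone. DNMT1, the maintenance DNA methyltransferase, had a signal of 936 ± 33.9 (SD, n = 3) in FOXA1 transfected and 821 ± 21.3 (SD, n = 3) in control cells, a log2 difference of 0.19 (SE 0.07, adjusted p = 0.356 from limma). TDG, a glycosylase of DNA demethylation, differed by 0.35, MBD3 by 0.36 and the histone deacetylase HDAC1 by 0.21, and the list had a camera adjusted p of 0.817 (0.929 with an estimated correlation) and a median of -0.15 after median centring. Of 43 DNA repair genes, 19 lay above 0 and 24 below, with a median of -0.01 and no gene past the threshold over all probesets. Adjusted over the list alone, the repair helicase ERCC2 was higher (log2 difference 0.54) and ERCC8, a factor of transcription coupled repair, was lower (-0.48). The repair list had a camera adjusted p of 0.235 (0.832 with an estimated correlation), and passed as lower after median centring. Of 35 immediate early and growth factor feedback genes, 19 lay above 0 and 16 below, with a median of 0.03, and none passed over all probesets. Adjusted over the list alone, DUSP14, a phosphatase of MAP kinases, and FOSL1, an AP-1 subunit, were higher (0.45 and 0.92) and the nuclear receptor NR4A2 was lower (-0.64). DUSP14 and NR4A2 are also in the study's table, with the opposite signs (folds 0.79 and 1.57, for NR4A2 at another probeset). Camera, which compares a list with all other genes, placed this list on the lower side (adjusted p = 0.817, and 0.852 with an estimated correlation), while its median and mean lie above 0 (median -0.15 after median centring). The ACTB 3' to 5' ratio also differed between the arrays behind these groups, 2.37 against 1.73.

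**Figure D2:**
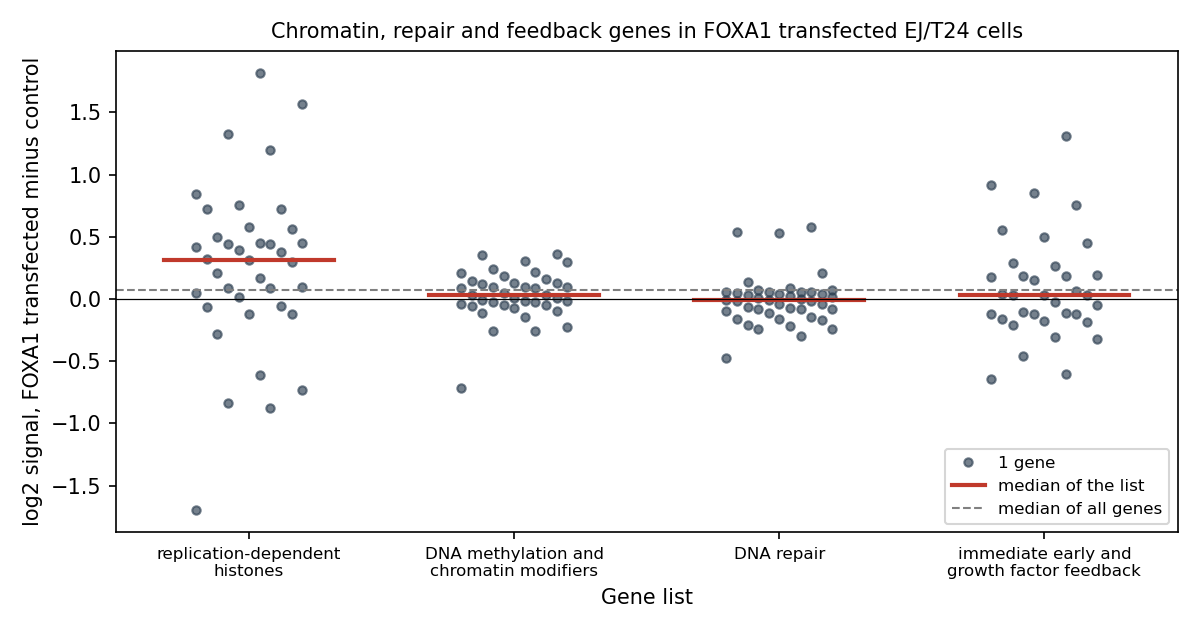
Log2 difference in signal, FOXA1 transfected minus control, for the genes of 4 lists, with 1 point per gene, a red line at the median of each list and a dashed line at the median of all genes (0.07). The histone genes have a median of 0.32 and the DNA repair genes one of -0.01.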

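IGFBP3, a secreted carrier of insulin-like growth factors, had a signal of 958 ± 67.9 (SD, n = 3 arrays) in FOXA1 transfected cells and 623 ± 68.8 (SD, n = 3) in control cells at its brighter probeset. This is a log2 difference of 0.62 (SE 0.10, adjusted p = 0.0590 from limma). At another IGFBP3 probeset it had 221 ± 18.6 and 138 ± 7.77, a log2 difference of 0.68 with the same adjusted p. All 3 FOXA1 transfected arrays lay above all control arrays at both, and neither passed over all probesets. Both passed with dim probesets left out, and the dimmer of the 2 also without FOXA1 transfected array 3 (adjusted p = 0.0498, in a range of 0.0264 to 0.468 over the alternatives). ERBB2, the receptor tyrosine kinase HER2, had 142 ± 17.5 and 129 ± 9.53 at the brightest of its probesets. The log2 difference was 0.13 (SE 0.12, adjusted p = 0.731 from limma), and -0.05 after median centring. Without 1 array it ranged from 0.04 to 0.20. Of 15 measured genes of the insulin-like growth factor axis, 6 lay above 0 and 9 below, with a median of -0.10, and none passed over all probesets. The median lay above 0 without FOXA1 transfected array 2 (0.16), without control array 1 (0.09), without _x_at probesets (0.06) and with the median over a gene's probesets (0.17). Adjusted over the list alone, IGFBP3 was higher and GRB14 and IRS2 were lower. GRB14, an adaptor that inhibits insulin receptor signalling, had 126.5 ± 4.11 in FOXA1 transfected and 195 ± 2.07 in control cells (log2 difference -0.63, SE 0.10, adjusted p = 0.0590 from limma over all probesets), and IRS2 a log2 difference of -0.29. The study's table holds 3 genes of this list (IGFBP3, GRB14 and RHEB), so their direction is not independent evidence. That table has IGFBP3 lower (fold 0.66) and GRB14 higher (fold 1.47), opposite to the signs here, so the direction stays open. RHEB is read in the list at another probeset than the table's. The list had a camera adjusted p of 0.272, on the lower side (0.832 with an estimated correlation). Of 21 FGF and ERBB receptors and ligands, 17 lay above 0 and 4 below, with a median of 0.13 (-0.05 after median centring), and none passed over all probesets. The ERBB ligand NRG1 was lower when adjusted over the list alone (log2 difference -0.37) and none was higher, while HBEGF differed by 0.36 and FGFRL1 by 0.69 without passing. This list had a camera adjusted p of 0.710 (0.832 with an estimated correlation), in arrays whose ACTB 3' to 5' ratio also differed (2.37 in FOXA1 transfected, 1.73 in control cells).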

Identified members included those previously shown to be aberrantly silenced through DNA hypermethyaltion in UCC, e.g. IGFBP3 [29], and those found to charactize breast cancer sub-types (e.g. ERBB2) [10]. MEDIP-Chip identified increases in CpG hypomethylation for 32/111(29%) promoter, 32/96 (33%) inside and 10/13 (77%) downstream probes (chi sq. p=0.002) within 5 of the 14 upregulated genes. Contrastingly, reduced mRNA expression was seen in 7,484 (58%) genes following FOXA1 transfection, including 567 (4%) with less than 0.8 fold change. 

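In FOXA1 transfected cells, as labelled, 8075 of 19775 genes (40.8%) had a ratio of geometric mean signals to control below 1, and 2521 (12.75%) a ratio below 0.8. With the groups turned, a direction that stays open, the shares were 59.16% below 1 and 27.31% below 0.8. Of 43 measured mitotic and cell cycle genes, 23 had log2 differences above 0 and 20 below 0, with a median of 0.02, and none passed limma over all probesets. Adjusted over the list alone, 4 genes of mitosis and proliferation were lower (CENPF, NEK2, MKI67 and TTK) and 2 subunits of the replication helicase were higher (MCM5 and MCM3). CENPF, a kinetochore protein, had a signal of 567 ± 17.1 (SD, n = 3) in FOXA1 transfected and 741 ± 32.9 (SD, n = 3) in control cells, a log2 difference of -0.38 (SE 0.08, adjusted p = 0.107 from limma over all probesets). NEK2, a mitotic kinase, differed by -0.35, the proliferation marker MKI67 by -0.32 and MCM5 by 0.36. Camera placed this list on the lower side (adjusted p = 0.429, and 0.845 with an estimated correlation), while its median and mean lie above 0. The study's table holds CDC25C and TMPO of this list, so their direction is not independent evidence. It has both higher (folds 1.77 and 1.42), at other probesets than the list reads, where both were lower here. Of 26 p53 target and stress genes, 12 lay above 0 and 14 below, with a median of -0.05, and none passed over all probesets. Adjusted over the list alone, DDIT4 and GADD45A were lower and none was higher. DDIT4, a stress induced inhibitor of mTOR, had 888 ± 220 against 1602 ± 142 (log2 difference -0.88, SE 0.15, adjusted p = 0.0786 from limma over all probesets), and GADD45A, a DNA damage response gene, differed by -0.40. GDF15, a secreted stress factor, differed by -0.42 and the chaperone DNAJB1 by 0.27. The list had a camera adjusted p of 0.0784 on the lower side (0.832 with an estimated correlation), and passed without control array 3 (adjusted p = 0.0386, in a range of 0.0055 to 0.832 over the alternatives). The ACTB 3' to 5' ratio of these arrays was 2.37 in FOXA1 transfected and 1.73 in control cells. After median centring, 61.7% of genes lay below 1 and 25.05% below 0.8, and both lists passed camera as lower, while with dim probesets left out 6.565% lay below 0.8. The paper sets these differences beside CpG methylation and FOXA1 binding sites and, from the proximity of affected genes to the binding sites and to DNA hypomethylation, proposes that the symmetry between tumors with FOXA1 upregulation and FGFR3 mutation is mediated through miRs-99a/100 and FOXA1.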

Increases in aberrant hypermethylation were seen at CpG loci in 1,708 (23%) and 134 (24%) of these down regulated genes, respectively. Motallebipour et al. mapped FOXA1 binding sites in the hepatocellular carcinoma cell line HepG2 [30]. We annotated our dataset with these loci and compared proximity for these 50 significantly altered genes. Genes with increased expression following FOXA1 transfection were significantly closer to FOXA1 binding sites (mean 217,515bp (95%CI=159,432-275,598)) than those without change (1,774,996bp (1,110,313-2,439,680), figure 1e, T Test p<0.001). Conversely, those with reduced expression following FOXA1 transfection were significantly more distant (2,048,425bp (1,015842-3,081,008) than those without change (802,277bp (425,626-1,178,928) p=0.008).

### FOXA1 gene expression profiles in FGFR3 mutant and sporadic bladder tumors

Our data report correlated upregulation of FOXA1 and FGFR3 in UCC, partly through dual regulation by miRs-99a/100. Consequently, tumors with aberrant FGFR3 or FOXA1 expression may have symmetry of genotype. Lindgren et al. reported 380 genes upregulated and 468 down regulated in 46 UCC with mutant FGFR3 compared to 29 wild type controls [31]. We identified 222 and 325 of these, respectively, in our dataset. When compared, genes with upregulation in FGFR3 mutant cancers had significantly higher expression in the FOXA1 transfected cells (average 1.10±0.2 fold change, p<0.001, Figure 2a) than those without change. The difference was greater when genes with probes enriched for CpG hypomethylation were selected (relative fold change 1.12±0.2, p<0.001). In contrast, no difference in expression was seen for genes down regulated in FGFR3 mutant cancers in our FOXA1 transfected cells, even if those with hypomethylated or hypermethylated probes were selected (fold change 1.03±0.17, p=0.08). Comparison between the genes altered with FGFR3 mutation, with FOXA1 transfection and changes in DNA methylation revealed considerable overlap (figure 2c). Genes with increased expression in FGFR3 mutant cancers were significantly closer to FOXA1 binding sites (433,101bp (95%CI=331,878-534,324)) than those without change (837,209bp (814,843-859,575) T Test p<0.001). Those with reduced expression in FGFR3 mutants were also significantly closer (315,103bp (261,634-368,572)) than those without change (841,086bp (818,606-863,570), p<0.001).

**Figure 2:**
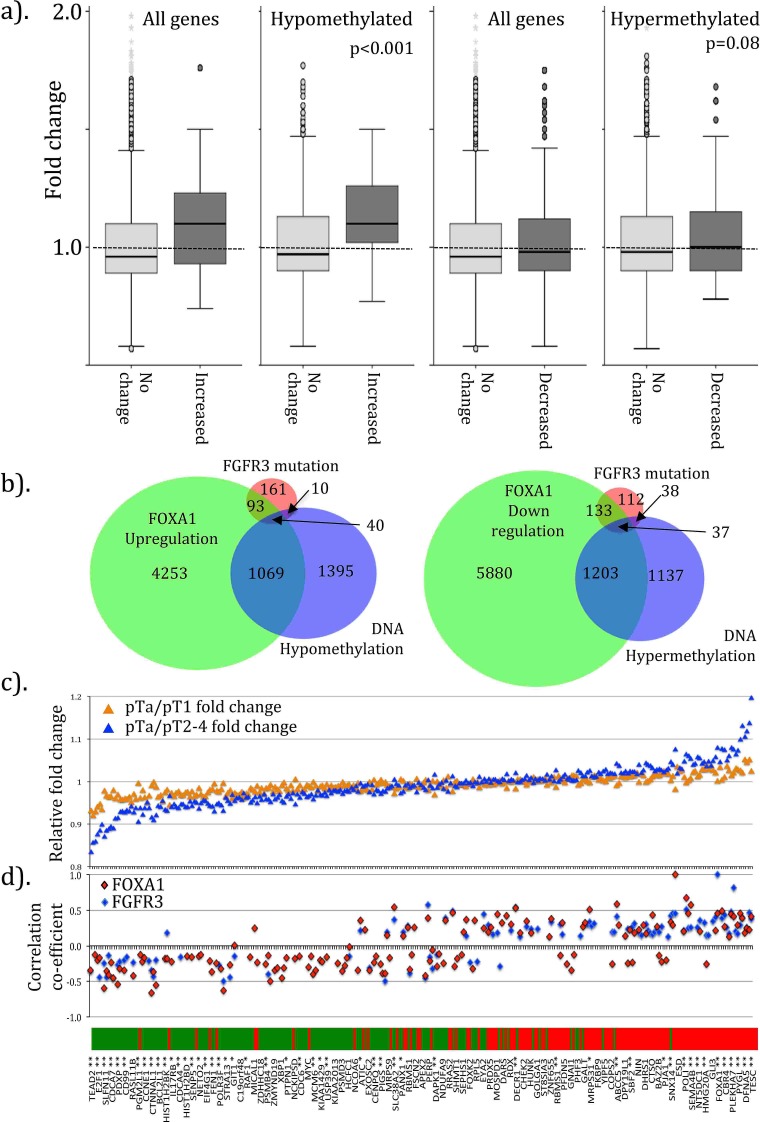
Symmetry of genotype between FOXA1 transfected cells, FGFR3 mutant tumors and in sporadic UCC Gene expression changes following FOXA1 transfection in T24/EJ cells share many similarities with those found in FGFR3 mutant bladder UCC. In (a). we stratify changes in normalized gene expression following FOXA1 transfection within T24/EJ by those seen in FGFR3 mutant UCC. Genes upregulated in FGFR3 mutant tumors (labeled as Increased) have significantly higher expression in FOXA1 transfected cells than those with no change in FGFR3 mutants. The difference is largest for genes with associated DNA hypomethylation. No significant difference is seen for genes with decreased expression or DNA hypermethylation. (b). Area proportional Venn diagrams reveal the overlap for genes in FGFR3 mutant UCC and those upregulated following FOXA1 transfection or with increases in DNA hypomethylation following FOXA1 transfection (left). Overlap was also seen for genes downregulated in FGFR3 mutant UCC, and those down regulated or hypermethylated following FOXA1 transfection. We identified a 156 gene cohort with reciprocal, symmetrical expression in FOXA1 transfected cells and FGFR3 mutant UCC and analyzed this in a publically deposited microarray dataset [32]. In (c). we plot the fold change of these 156 genes as a ratio for low-grade NMI cancers relative to high-grade NMI cancer (orange triangle) and invasive cancers (blue). In (d). we plot the correlation coefficient vales (r) between expression of FGFR3 and FOXA1 in the 256 sporadic UCC [32]. The 156 genes in (c) and (d) are ordered according to expected fold changes (bar: green is loss of expression, red is increased expression) as seen in FOXA1 transfected cells. Significance of difference in fold change (low grade NMI versus more aggressive cancers) is shown as *p<0.05 and **p<0.01.

For external validation, we examined the genes with symmetrical changes in FGFR3 mutant UCC and FOXA1 transfected cells (135 up and 170 down regulated) using a large microarray dataset of 256 sporadic UCC [32]. We identified 295 (97%) members and found significant aberrant expression, in the symmetrical manner seen in FOXA1 transfected cells and FGFR3 mutant UCC, for most gene members (89 (67%) up and 87 (54%) down-regulated genes, T Test p<0.05, suppl. figure 8a). There was significant correlation of expression between FOXA1 and FGFR3 (r=0.45 (95%CI 0.35-0.55), p<0.001), and once again the expression of each was highest in non-muscle invasive cancers (suppl. figure 8b, Χ^2^ p<0.01). Comparative analysis revealed 156/295 (54%) of these genes were significantly differentially expressed between low-grade NMI, high-grade NMI or invasive cancers (Figure 2c, t test p<0.05) in the manner expected from FGFR3 mutant UCC/FOXA1 transfected cells. The expression of many genes was significantly correlated with FGFR3, FOXA1 or both. In particular, 72 and 62 predicted up regulated genes were significantly positively correlated to increases in FOXA1 (r=0.12 to 0.82) and FGFR3 expression (r=0.12 to 0.82, Figure 2d). Conversely, 32 and 77 predicted down regulated genes were significantly negatively correlated with FOXA1 (r=−0.14 to −0.51, p<0.05) and FGFR3 (r=−0.12 to −0.66, p<0.05) expression, respectively.

## DISCUSSION

Here we report FOXA1 as a regulatory target of miRs-99a/100 in UCC. This follows our previous findings identifying FGFR3 as a target of miRs-99a/100 [12] and supports data revealing these microRNAs discriminate of UCC genotype [8]. Our work provides a direct mechanistic link between miRs-99a/100, FGFR3 and FOXA1. The central role of miRs-99a/100 in this association suggests epigenetic events either precede the development of tumor genotype or act as a link between these pathways in tumors when either event occurs in isolation. For example, FGFR3 mutation may lead to increased mRNA expression, annealing and sequestration of miRs-99a/100 leading to FOXA1 upregulation [33]. There was considerable overlap between the genotypes of tumors with FOXA1 upregulation and FGFR3 mutation. This symmetry appears mediated through miRs-99a/100 and FOXA1, given the proximity of affected genes to FOXA1 binding sites and to changes in DNA hypomethylation, suggesting this axis plays a key role in determining genetic events in low-grade and papillary-type invasive high-grade UCC. Genotype often impacts upon phenotype, and we observed tumors with high expression of both FOXA1 and FGFR3 were most commonly low grade non-invasive and had lower rates of progression, when compared to those with low expression. Outcome differences were only seen in non-invasive cancers, suggesting consequential changes subsequent to these genes become more important with tumor evolution.

Our data provide an explanation of previous CpG methyl profiling reports. Wolff *et al.* identified regional hypomethylation across 16% of CpG probes in low grade UCC, when profiling a large UCC cohort [34]. FOXA1 is a transcription factor recruited to enhancers that acts to influence chromatin interactions through DNA demethylation and H3K4 methylation [24, 27]. The role of FOXA1 in malignancy has been best studied in endocrine-dependent cancers, where it is known to act as a transcriptional co-factor and to modulate hormone receptor activity through chromatin and DNA modifications [35].

Our findings also reflect those in a previous report of FOXA1 in UCC [36], although we make a different interpretation. Specifically, we propose microRNA-mediated upregulation of FOXA1 in papillary type UCC, rather than loss of FOXA1 expression in aggressive, squamous tumors. Our findings mirror those seen in other malignancies, e.g. FOXA1 upregulation confering a good prognosis on cancers with high expression [37, 38] and is a representative marker of luminal-type cancers [39], and are compatible with DeGraff et al. given recent evidence of a dual role for up and down regulation of FOXA1 in cancer [40, 41].

In summary, we identify microRNA mediated upregulation of both FGFR3 and FOXA1 in UCC. We propose this is a determinant of the papillary genotype of these cancers and that FOXA1 is a key mediator of this evolution.

## MATERIALS AND METHODS

### In Silico identification of miR-99a/100 targets in UCC

To identify potential targets of miRs-99a/100 in low grade UCC we created a microarray meta-database from publically deposited UCC mRNA expression datasets (from www.oncomine.org). We selected datasets in which we could identify genes upregulated in low grade, superficial or non-muscle invasive UCC, when compared to controls and/or high grade or invasive tumors. We searched for predicted targets of miRs-99a/100 (obtained from TargetScan (Version 4.2, www.targetscan.org) and PicTar (http://pictar.mdc-berlin.de)) across this meta-database and ranked according to the frequency of detection.

### Patients and tumours

To evaluate potential mRNA targets we studied 292 freshly frozen urothelial samples (Table 1) from two cohorts. The first was used to compare the expression of miRs-99a/100 and putative mRNA targets. The second examined these putative targets in a larger unrelated population. UCC were classified using the 2004 WHO/ISUP criteria and treated according to standard care [5, 42]. Histologically normal urothelial samples were obtained from patients with UCC (distant to any tumor) and disease-free controls (at prostatectomy). We analyzed UCC cell lines representing the disease spectrum (RT4, RT112 and EJ/T24, respectively, purchased from ATCC) and normal non-immortalized human urothelial (NHU) cells [43].

### RNA extraction, cDNA synthesis and rtPCR

We extracted total RNA using the mirVana^™^ kit (Ambion, TX) from 10 x 10uM microdissected frozen tumor sections (>90% pure cell populations). We measured the expression of potential mRNA target using quantitative rtPCR (Taqman commercial assays purchased from Applied Biosystems, UK). cDNA was made using 100ug whole RNA, random primers, RT buffer, dNTP (100mM), RNase inhibitor and MultiScribe Reverse Transcriptase (cDNA Reverse Transcription kit, Applied Biosystems, Warrington, UK). Realtime quantified PCR with 2 μL cDNA, gene specific primers with FAM-TAMRA labeled probes, water and 2x Taqman Universal PCR MasterMix (Applied Biosystems, Warrington, UK) was performed on the ABI 7900HT system according to manufacturers guidelines. Relative mRNA quantification was determined with respect to the mean of GAPDH and β-Actin. We also used quantitative rtPCR to determine microRNA concentrations, with reagents specific to the mature 23bp sequence, in isolation and using the commercial Taqman low density microarray (n=365 miRs, as detailed in [12]). Reverse transcription using stem loop primers was performed with 50ng small RNA, MultiScribe Reverse Transcriptase (Applied Biosystems, Warrington, UK), RNase inhibitor, 100nm dNTPs and nuclease free water. Quantification with MGB labeled probes specific to the reverse transcribed product was performed according to the manufacturer's guidelines (Applied Biosystems, Warrington, UK). Relative miR quantification was determined with respect to the average of two snoRNAs (RNU44 and RNU48) or the mean of the entire TLDA.

### MicroRNA manipulation and Luciferase reporter construct

To examine functional implications of miR expression, we manipulated expression using specific anti-miRs and a scrambled RNA sequence controls (Ambion, TX). All experiments were performed in triplicate using non-immortalized NHU cells at 70% confluence, as detailed [44]. Briefly, each well of a six-well tissue culture plate was transfected with 100 pmol anti-miR using 5 μl siPORT (Life Technologies) in 200 μl Optimem (Life Technologies). Knockdown of relevant miR was confirmed by miR-specific taqman PCR (Applied Biosystems) after 48 hours.

To investigate direct targeting of the FOXA1 3'UTR we synthesized a Luciferase reporter construct (methods detailed [44]). We cloned 800 bases around the miR-99a/100 seed sequence in the FOXA1 3' UTR (chr14: 37,129,203 - 37,129,210) into EJ cells and ligated into pMIR REPORT (Invitrogen, UK). Dual luciferase assays were conducted in a 6 well plate format at 70% confluence. Forty-eight hours post transfection, firefly and renilla luciferase were quantified sequentially using the Dual Luciferase Assay kit (Promega, UK) and luminescence was measured using the manufacturers recommended luminometer (Promega Glomax). Firefly luciferase expression was quantified and normalized to Renilla luciferase expression.

### FOXA1 transfection

EJ cells were transfected with a pcDNA3 vector containing FOXA1 or an empty vector control. 24 μg DNA / 90 μl Lipofectamine LTX (Life Technologies) was used to transfect each 90mm dish at 70% confluence. Experiments were performed in triplicate. A small portion (20%) of transfected cells was used to confirm FOXA1 expression by western blot.

### Genome wide profiling of DNA methylation

Methylated DNA immunoprecipitation and tiling CpG island microarrays (Human CpG Island Microarray, Agilent, CA) (MeDIP-CHIP) were used to determine genome wide methyl-cytosine profiles, as detailed elsewhere [28]. Genomic DNA was sonicated and incubated with antibodies raised to either 5mC (anti-5-methylcytidine, Eurogentec, Hampshire, UK) or murine IgG (negative control). The antibody-antigen complex was captured with magnetic beads conjugated to anti-mouse-IgG (Santa Cruz Biotechnology), washed, unbound, non-specific DNA removed, before methylated DNA elution. Immunoprecipitated (Cyanine 5-dUTP) and reference DNA (Cyanine 3-dUTP) were labeled (Genomic DNA Enzymatic Labeling Kit, Agilent), cleaned (Amicon filters, Millipore) and quantified. Competitive hybridization onto the CpG microarray was performed (ChIP-on-Chip Hybridization Kit, Agilent) in a rotating SureHyb chamber at 67°C for 40 hours. Washed slides were scanned (High-Resolution C Scanner, Agilent) and fluorescence obtained using Feature Extraction software. The microarray contains 244,000 probes that tile through 27,800 CpG features at an average of 100bp separation. We identified concordant probes within the highest (>80%) and lowest quintiles (<20% of Cy-5) fluorescence and defined these as enriched for hyper or hypo-methylated, respectively. Finally, as each experiment was performed in triplicate, we excluded probes without concordance in 2 or 3 replicates.

### Whole genome mRNA expression

Whole genome mRNA expression was determined by microarray (HG-U133 Plus 2.0, Affymetrix, Cal.) [28]. This platform contains 54,000 probesets, including 33,000 to known coding genes. RNA was prepared using the Affymetrix protocol (enzymes from Invitrogen) and annealed to an oligo-d(T) primer with a T7 polymerase binding site. cDNA was generated using superscript II and E. coli DNA ligase and polymerase I. The reaction was completed with T4 DNA polymerase and EDTA. Amplified cDNA was cleaned, biotin-labeled, fragmented and hybridized to the microarray for 16 hours at 45°C in a rotating oven at 60rpm. After washing and staining, the arrays were scanned (GC3000 scanner) and data processed using Gene Chip Operating System software. mRNA expression was determined using Microarray Analysis Suite 5 (Affymetrix) and defined as expressed (perfect match probeset intensity greater than mismatch intensity) or absent (mismatch probeset intensity greater or equal to perfect match intensity). Expression data were exported into Expression console (Affymetrix), RMA log2 converted and analyzed within Significance Analysis of Microarrays [45]. This microarray data is deposited on line at GEO datasets (GEO accession number GSE56037).

### Protein expression: western blotting

Cells were lysed in RIPA buffer (20m M Tris·HCl, 135 mM NaCl, 10% glycerol, 1% Igepal, 0.1% SDS, 0.5% deoxycholic acid, 2 mM EDTA) containing protease and phosphatase inhibitors (Complete EDTA-free protease inhibitor cocktail and PhosSTOP phosphatase inhibitor cocktail; Roche, Mannheim, Germany), and protein content was quantified using the DC-protein assay reagent (Bio-Rad, Hercules, CA). Protein lysates (50μg) were loaded onto 8% gels, fractionated, and electroblotted onto nitrocellulose membranes. After blocking with 5% non-fat milk powder and 0.1% Tween, the membranes were incubated overnight with the relevant primary antibody (listed in supplementary table 3) overnight at 4°C, washed, and incubated at room temperature for 1h with an appropriate HRP-conjugated secondary antibody (1:1000; Cell Signaling Technologies Inc.). The immune complexes were visualized by enhanced chemiluminescence (GE Healthcare, Buckinghamshire, UK) and quantified using Image J for band densitometry. The final values were plotted relative to the negative control and normalized to the corresponding Beta-Actin value.

### Statistical analysis

Relative mRNA and miR concentrations were calculated using the median of their respective reference molecules (ΔCt = Ct _miR_ – Ct _median control_) and expression fold changes computed using 2^−ΔΔCt^ calculations [46]. MiR-mRNA expression was correlated using Pearson's coefficient. RNA expression was compared with clinicopathological data using the χ2, T test or Mann Whitney U test where appropriate. Disease progression was defined when a non-muscle invasive tumor became invasive or a muscle invasive tumor developed metastases. Progression-specific survival probability following tumor resection was analyzed using the Kaplan-Meier method and compared with the Log rank test, for which significance was adjusted using a Bonferroni correction. Patients without progression were censored at last reviewed or when they died of other causes. All analyses were two tailed and carried out using SPSS (version 14, SPSS Inc).

## SUPPLEMENTARY MATERIAL FIGURES NAD TABLES

# Supplementary material for: MicroRNA-99a and 100 mediated upregulation of FOXA1 in bladder cancer
**Source:** Oncotarget. 2014 Jul 15;5(15):6375–86. doi: 10.18632/oncotarget.2221
**Supplement:** Supplementary file 1

# MicroRNA-99a and 100 mediated upregulation of FOXA1 in bladder cancer

## Supplementary Material

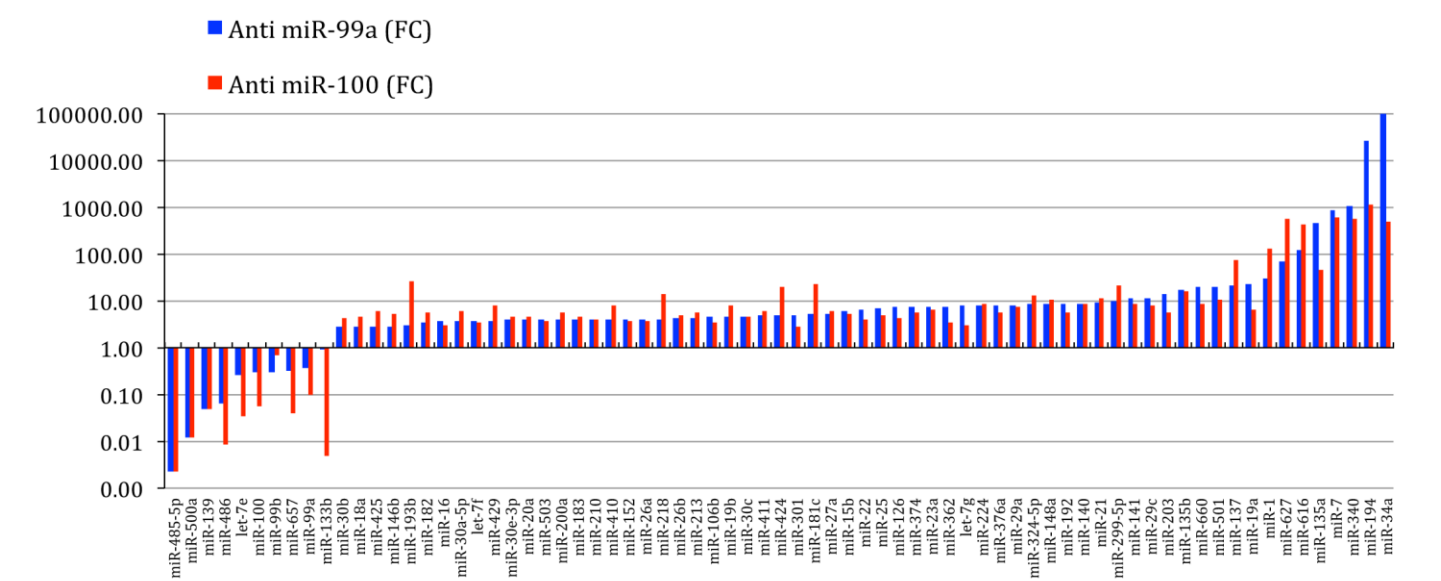

**Supplementary figure 1: MicroRNA expression following knock-down of miR-99a and miR-100.** Whilst most RNAs increase expression (those selected have >2 fold), a minority have reduced expression (defined as <0.5 fold).

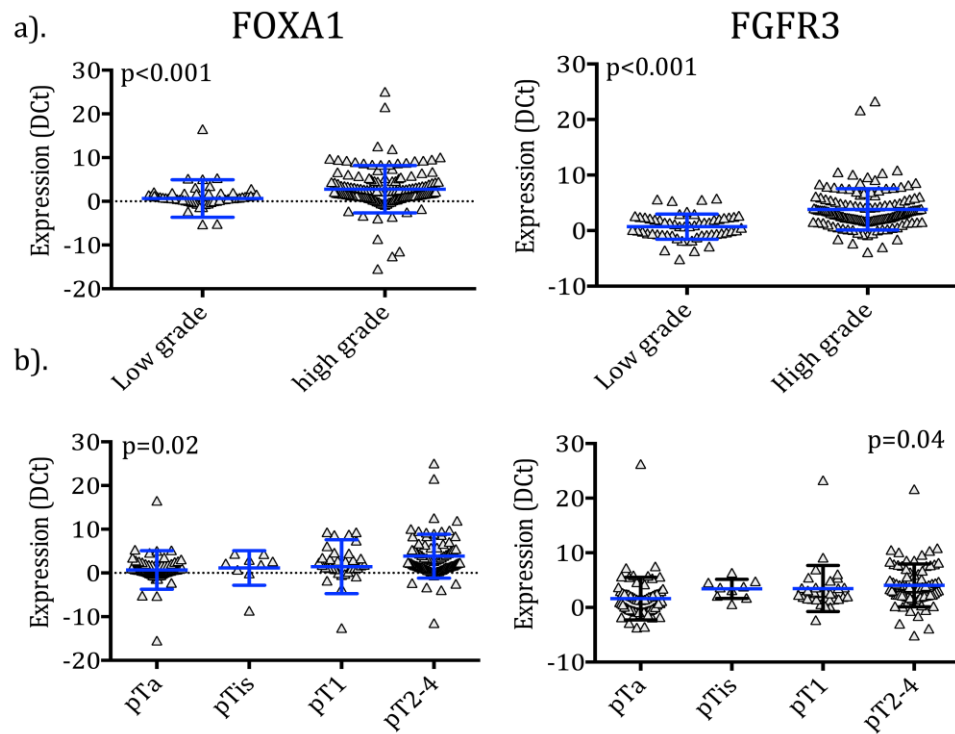

**Supplementary figure 2: Expression of FOXA1 and FGFR3 mRNA in bladder cancer.** Plots reveals the expression of each mRNA (shown as DCT values normalized to B-actin and GAPDH). For each, the highest expression was seen tumors of low stage and low grade.

## FOXA1

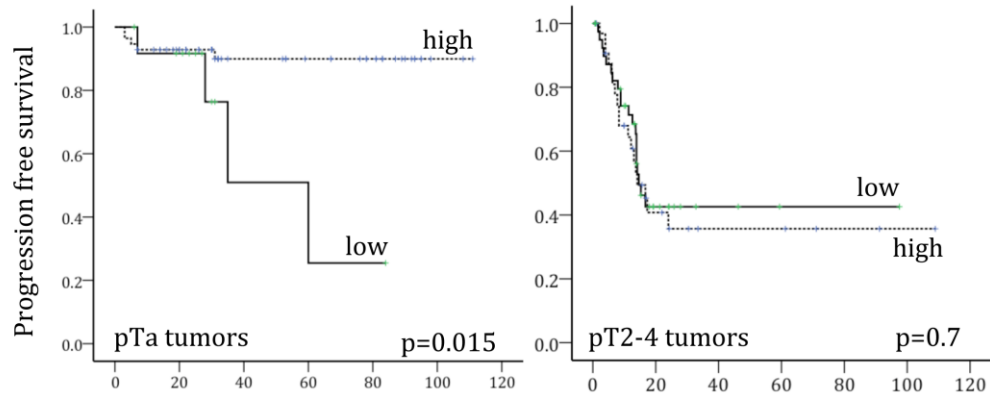

## FGFR3

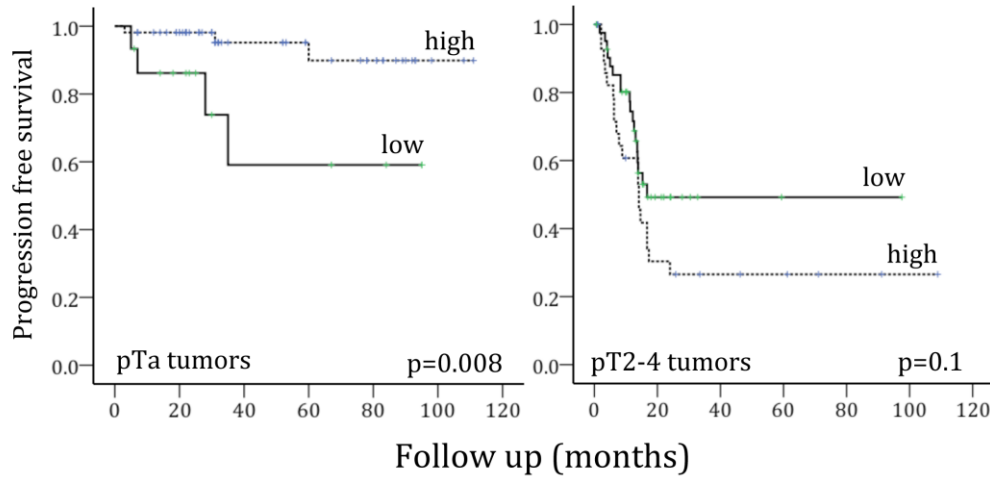

**Supplementary figure 3: Progression free survival with respect to FOXA1 and FGFR3 expression for non-invasive (pTa) and muscle invasive (pT2-4) bladder cancers.** Differences in progression to more advanced stage tumors were seen only in non-invasive tumors for both FOXA1 and FGFR3.

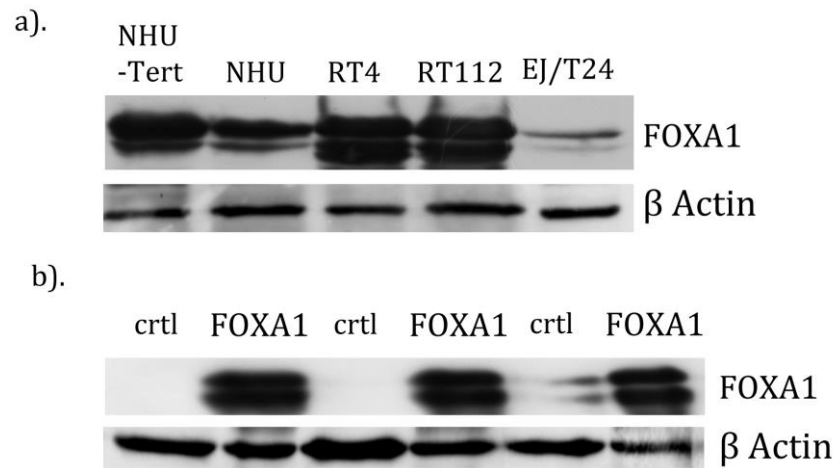

**Supplementary figure 4: FOXA1 expression in bladder cancer cell lines.** (a). Protein expression of FOXA1 is detected through Western blotting in normal urothelial cells (both immortalized; NHU-Tert, and Non-immortalized; NHU) and those representing the bladder cancer spectrum (RT4; low grade non-invasive (has amplification of non-mutant FGFR3 (Williams et al. )), RT112 (high-grade invasive (has amplification of non-mutant FGFR3)) and EJ/T24 (invasive cancer (wild type FGFR3)). Of note, RT4 and RT112 are sensitive to FGF receptor inhibition (Lamont et al.). (b). Transfection of FOXA1 into EJ/T24 cells (triplicates of negative controls (ctrl) and FOXA1 transcripts).

## Promoters

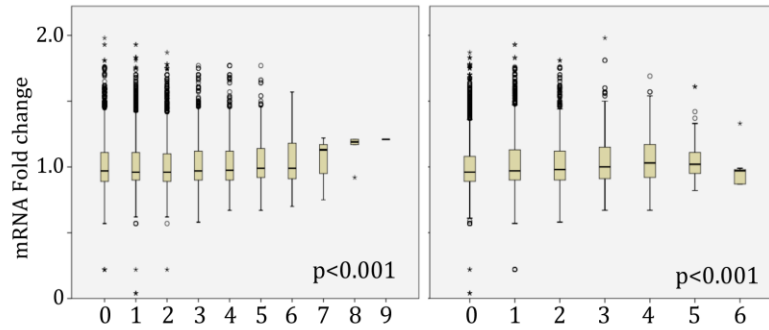

## Inside gene and around TSS start

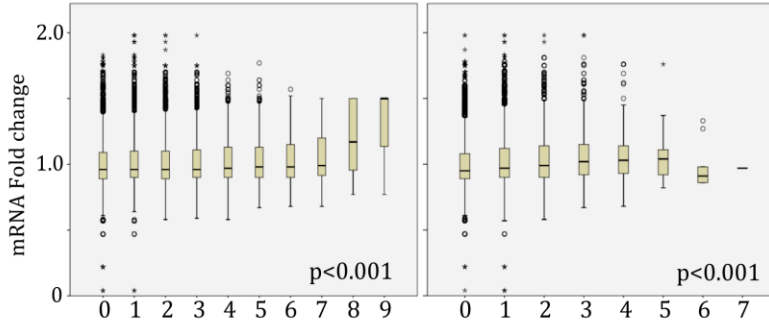

## Downstream

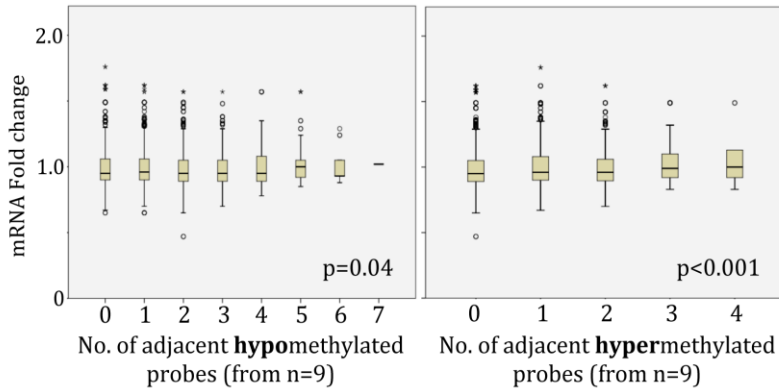

## Supplementary figure 5: Changes in DNA methylation and gene expression with FOXA1 transfection.

mRNA expression is plotted as relative fold change in FOXA1 transfected cells when compared to control cells for 13,067 genes, according to the number of adjacent CpG probes enriched for either hypo (left hand plots) or hyper (right hand plots). mRNA expression (boxes represent mean and 95% confidence intervals) increases with the number of adjacent hypomethylated probes and decreases with the number of hypermethylated probes most dramatically around gene promoters and inside the coding region (mostly within exon 1 and around ATG start site).

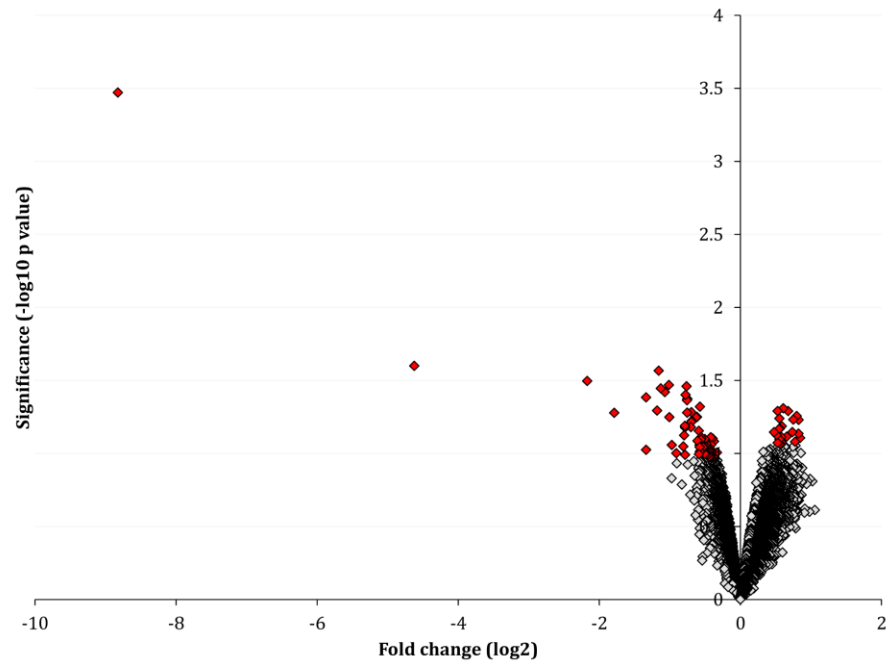

**Supplementary figure 6: Changes in gene expression in bladder cancer cells with FOXA1 transfection.**

The volcano plot reveals global changes in gene expression determined from the whole genome mRNA expression microarrays in cells transfected with FOXA1, when compared to control cells with the empty plasmid. Those in red reached significance in SAM (FDR <5%).

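The largest difference was at a probeset unnamed here, with a signal of 2178 ± 284 (SD, n = 3 arrays) in FOXA1 transfected cells and 1.27 ± 0.493 (SD, n = 3) in control cells. CACNG4, a subunit of calcium channels and AMPA receptors, rose from 39.7 ± 21.9 to 282 ± 75.7, a log2 difference of 2.93 (SE 0.31, adjusted p = 0.00818 from limma). TMEM151A, a membrane protein, was at 27.9 ± 3.20 in FOXA1 transfected and 1.17 ± 0.379 in control cells (adjusted p = 0.0285 from limma). The zinc finger gene ZNF408, a name chosen after its values were seen, rose from 7.97 ± 2.54 to 43.5 ± 11.6 (log2 difference 2.46, SE 0.36, adjusted p = 0.0430 from limma). Control signals of the unnamed probeset and TMEM151A lie under 3.5, the 20th percentile, where signals have no order. With signals under 3.5 set to 3.5, the unnamed probeset was at least 618.9 times and TMEM151A at least 7.94 times as high in FOXA1 transfected cells. Of the 32 probesets past the threshold, 11 differed by more than 1 log2 unit in size, and the smallest difference, at TFPI2, was 0.56. The unnamed probeset passed without each single array, CACNG4 in 4 of these 6 repeats, and TMEM151A and ZNF408 in 0 of 6. The paper attributes the red points of Supplementary figure 6 to SAM, whose own calls on these signals, by an implementation written here, were 1 higher and 3 lower.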

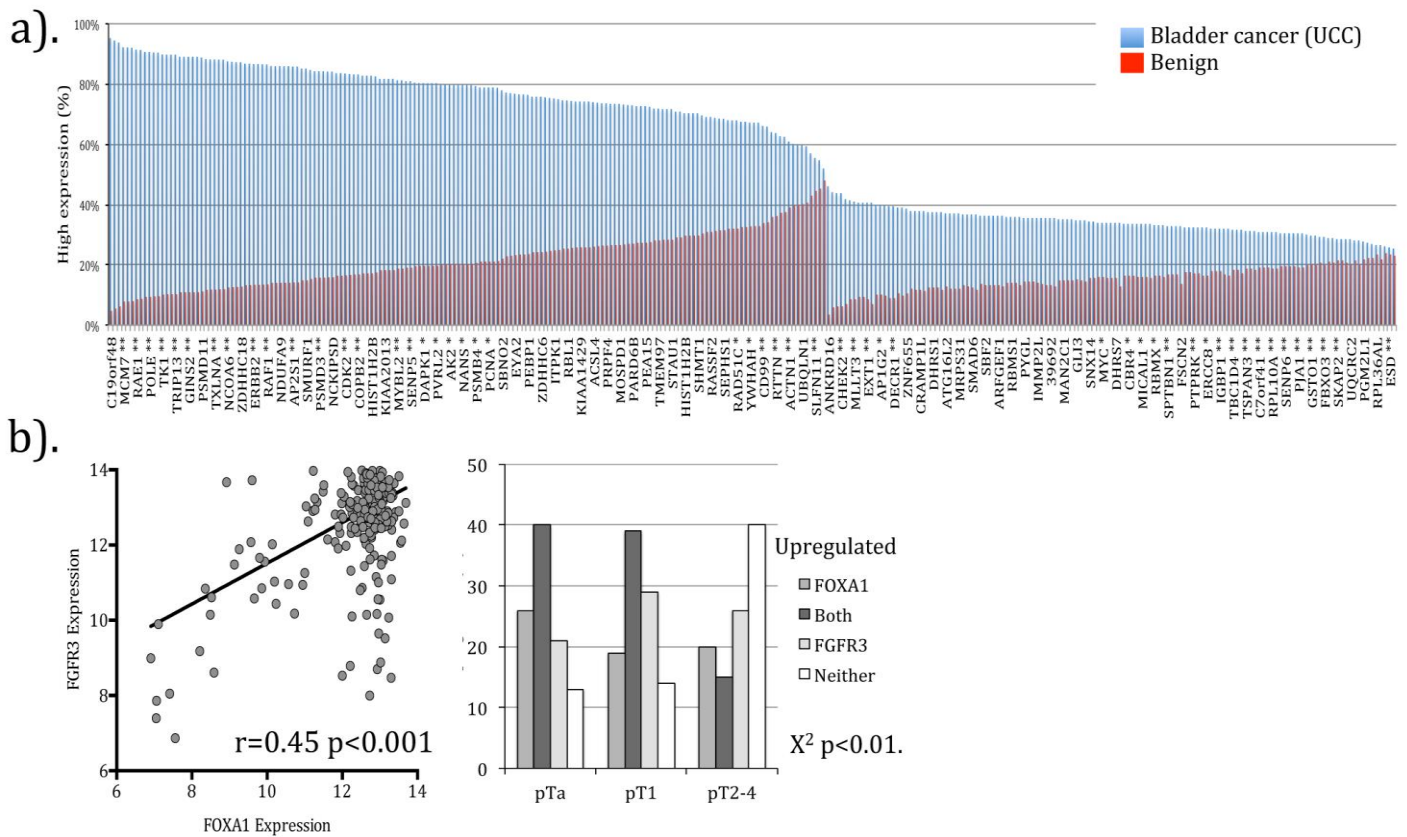

**Supplementary figure 7: External validation of FOXA1, FGFR3 and correlated genes in UCC.** We identified 295 genes in a reported microarray dataset [32] matching those with aberrant expression in tumors with FGFR3 mutation and cells with FOXA1 transfection. (a). The majority of these genes showed aberrant expression in malignant urothelial samples when compared to normal tissue (Chi sq. \* $p<0.5$  and \*\*  $p<0.01$ ). (b) Expression of FOXA1 and FGFR3 was correlated ( $r=0.45$  (95%CI 0.35-0.55),  $p<0.001$ ) and their upregulation occurred most frequently in non-muscle invasive (pTa (n=23) and pT1 (n=80)) tumors, when compared to invasive cancers (n=62). Chart show upregulation (around median value) for either, both or neither gene. (c). Significant differential expression was seen for 156/297 (53%) genes when pTa tumors were compared to pT1 (orange) and pT2-4 (blue). The color bar indicates the expected fold change as seen in FGFR3 mutant/FOXA1 transfected cells (green = down regulation, red = upregulation). (T Test \* $p<0.5$  and \*\*  $p<0.01$ ).

# Supplementary material for: MicroRNA-99a and 100 mediated upregulation of FOXA1 in bladder cancer
**Source:** Oncotarget. 2014 Jul 15;5(15):6375–86. doi: 10.18632/oncotarget.2221
**Supplement:** Supplementary file 2

| Oncomine concept                  |             |         | MiR-99a/100 potential targets |                             | Microarray |               |        | Superficial/Non-muscle invasive | Infiltrating (pT2-4) |                         |                                                |  |
|-----------------------------------|-------------|---------|-------------------------------|-----------------------------|------------|---------------|--------|---------------------------------|----------------------|-------------------------|------------------------------------------------|--|
|                                   | Total genes | Top 10% |                               |                             |            | Total Samples | Normal |                                 |                      | Squamous cell carcinoma | Unknown stage                                  |  |
| Superficial UCC                   | 6,239       | 617     | 12                            | Custom                      | 93         | 3             | 28     | 54                              | 1                    | 4                       | Blaveri et al. Clin Cancer Res 2005/06/01      |  |
| Superficial vs. Normal urothelium | 6,239       | 540     | 7                             | Custom                      | 93         |               |        |                                 |                      |                         | Blaveri et al. Clin Cancer Res 2005/06/01      |  |
| Superficial UCC                   | 4,564       | 429     | 9                             | HumanGeneFL Array (4564)    | 40         |               | 30     | 10                              |                      |                         | Dyrskjot et al. Nat Genet 2003/01/01           |  |
| Superficial UCC                   | 12,427      | 1,242   | 22                            | Human Genome U133A Array    | 60         | 14            | 33     | 13                              |                      |                         | Dyrskjot et al. Cancer Res 2004/06/01          |  |
| Superficial vs. Normal urothelium | 12,427      | 1,242   | 11                            | Human Genome U133A Array    | 60         | 14            | 33     | 13                              |                      |                         | Dyrskjot et al. Cancer Res 2004/06/01          |  |
| Superficial UCC                   | 589         | 58      | 3                             | GPL4060 (589)               | 808        |               | 706    | 100                             | 2                    |                         | Dyrskjot et al. Clin Cancer Res 2007/06/15     |  |
| Superficial UCC                   | 1,073       | 107     | 2                             | Custom                      | 54         | 4             | 22     | 28                              |                      |                         | Modlich et al. Clin Cancer Res 2004/05/15      |  |
| Superficial vs. Normal urothelium | 1,073       | 107     | 2                             | Custom                      | 54         | 4             | 22     | 28                              |                      |                         | Modlich et al. Clin Cancer Res 2004/05/15      |  |
| Superficial UCC                   | 12,427      | 1,242   | 10                            | Human Genome U133A Array    | 9          |               | 3      | 6                               |                      |                         | Modlich et al. Clin Cancer Res 2004/05/15      |  |
| Superficial UCC                   | 12,427      | 1,242   | 12                            | Human Genome U133A Array    | 157        | 48            | 28     | 81                              |                      |                         | Sanchez-Carbayo et al. J Clin Oncol 2006/02/10 |  |
| Superficial vs. Normal urothelium | 12,427      | 1,242   | 13                            | Human Genome U133A Array    | 157        | 48            | 28     | 81                              |                      |                         | Sanchez-Carbayo et al. J Clin Oncol 2006/02/10 |  |
| Superficial UCC                   | 7,820       | 725     | 14                            | Human Genome U95A-Av2 Array | 57         |               | 25     | 32                              |                      |                         | Stransky et al. Nat Genet 2006/12/01           |  |

Supplementary table 1.

**a). Reciprocal loss of microRNA expression following miRs-99a/100 knock-down**

|                                       | miR-485-5p | miR-500a | miR-486  | let-7e   | miR-657  | miR-133b | miR-139-5p |
|---------------------------------------|------------|----------|----------|----------|----------|----------|------------|
| Fold change (with anti miR-100)       | 0.001      | 0.01     | 0.01     | 0.04     | 0.04     | 0.001    | 0.05       |
| Fold change (with anti miR-99a)       | 0.001      | 0.01     | 0.06     | 0.27     | 0.33     | 0.99     | 0.05       |
| Correlation with miR-100 (Pearson, R) | 0.71       | 0.52     | 0.43     | 0.56     | 0.26     | 0.65     | 0.68       |
| p value                               | 2.01E-09   | 6.20E-06 | 4.98E-05 | 5.14E-08 | 9.52E-02 | 4.03E-11 | 2.38E-11   |
| Correlation with miR-99a (Pearson, R) | 0.68       | 0.57     | 0.46     | 0.6      | 0.27     | 0.65     | 0.74       |
| p value                               | 1.61E-08   | 7.60E-07 | 1.23E-05 | 4.61E-09 | 8.87E-02 | 4.12E-11 | 8.00E-14   |

**b). Transcription factors within the FOXA1 promoter**

|        | miR-485-5p | miR-500a | miR-486 | let-7e | miR-657 | miR-133b | miR-139-5p |
|--------|------------|----------|---------|--------|---------|----------|------------|
| AHR    |            | 1        |         |        |         |          |            |
| AML1A  |            | 1        |         |        |         |          |            |
| BACH1  |            |          |         | 1      |         |          |            |
| FOXL1  | 1          |          |         |        |         |          |            |
| FOXO1a |            |          | 1       |        |         |          | 1          |
| HOXA9  |            |          |         | 1      |         | 1        | 1          |
| JunD   | 1          |          |         |        |         |          |            |
| SOX5   | 1          |          |         |        |         |          | 1          |
| Sp1    |            |          |         |        | 1       | 1        |            |

Supplementary table 2.

**a), Genes with FDR <5% in FOXA1 transfected cells compared to controls**

\* CpG Scores reflects the sum of neighbouring 9 probes with either >90% (defined as hyper) or <10% (defined as hypo) enrichment for methyl cytosine

Supplementary table 3a.

**b). Pathway enrichment analysis for genes with FDR <5% in FOXA1 transfected cells compared to controls (selected for statistical significance)**

Supplementary table 3b.

| Antibodies used in Western Blot: Manufacturer |                 |         | Dilution |
|-----------------------------------------------|-----------------|---------|----------|
| FGFR3                                         | Cell Signalling | #3160   | 1000     |
| p-ERK                                         | Cell Signalling | #4670   | 1000     |
| IGF1R                                         | Cell Signalling | #3027   | 1000     |
| FOXA1                                         | Abcam           | ab55178 | 1000     |
| HOXA1                                         | R&D Systems     | AF5014  | 100      |
| Beta Actin                                    | Sigma           | A5361   | 2000     |

Supplemntary table 4

**a), Genes with FDR <5% in FOXA1 transfected cells compared to controls**

\* CpG Scores reflects the sum of neighbouring 9 probes with either >90% (defined as hyper) or <10% (defined as hypo) enrichment for methyl cytosine

**b). Pathway enrichment analysis for genes with FDR <5% in FOXA1 transfected cells compared to controls (selected for statistical significance)**

Supplementary table 2b.

| Antibodies used in Western Blot: Manufacturer |                 |         | Dilution |
|-----------------------------------------------|-----------------|---------|----------|
| FGFR3                                         | Cell Signalling | #3160   | 1000     |
| p-ERK                                         | Cell Signalling | #4670   | 1000     |
| !GF1R                                         | Cell Signalling | #3027   | 1000     |
| FOXA1                                         | Abcam           | ab55178 | 1000     |
| HOXA1                                         | R&D Systems     | AF5014  | 100      |
| Beta Actin                                    | Sigma           | A5361   | 2000     |

Supplementary table 3

How the deposited data were processed for this re-analysis (not part of the article)

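The data are 6 HG-U133 Plus 2.0 arrays of EJ/T24 cells, 3 transfected with FOXA1 and 3 with an empty plasmid. Groups and replicate numbers were taken from the sample labels, which give pUC19 as the empty plasmid, while the paper describes a pcDNA3 vector and an empty vector control. The table deposited by the authors holds 1 signal per probeset and array, an intensity on a linear scale from Microarray Analysis Suite (MAS5), which the methods and the sample labels name. The methods describe scanning and processing in Affymetrix software, and then RMA log2 conversion before SAM. The deposited values are linear, with 1 decimal, and are not RMA log2 values, so the comparison with the study's own test starts from another summary of the same arrays. No detection calls were used here. All columns of sample values in the table were mapped to a sample.

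Array control probesets (62) were left out, and the other 54613 were tested. Signals were converted to log2 after values listed at 0 (25 in all) were set to 0.1, a value chosen after the files were seen, since log2 of 0 is not defined. The design had been written for log2 or linear values, and the linear form was used. Groups were compared with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with an intensity trend), two-sided, with Benjamini-Hochberg adjustment over all tested probesets and a threshold of 0.05. For FOXA1 and other single values the exact two-sided permutation test over all splits of 3 arrays against 3 was added, whose smallest p is 0.1. Genes were counted by the sign and size of the log2 difference of the brightest probeset, at ratios of 1.2 and 0.8. Symbols came from the platform's probe annotation. Of the 41091 probesets with a single symbol, 41037 matched a current gene by its Entrez number, and no symbol had to be changed. Probesets with several symbols (1801) give no gene name.

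The genes named were taken from the 10 with the smallest p in each direction among probesets past the threshold and without overlap of the groups, the genes the study names for this experiment with the 50 probesets of its Supplementary table 2, and up to 4 members of each gene list with the smallest p. Not every one of these is named, and ZNF408 was named after its values were seen. The values of that table had been read when the rule was written. Passes of its genes when adjusted over a list alone are therefore not independent tests. The 18 gene lists were tested with camera (preset correlation between genes 0.01), with camera at an estimated correlation, and with fry, of which camera and its estimated form compare a list with all other genes and fry does not. Counts of list members are given over all probesets and adjusted over the list alone.

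The alternatives were SAM on log2 values (an implementation written here with 20 permutations, since the program the methods name was not used here), limma without the intensity trend, quantile normalization, median centring of each array, a floor at the 20th percentile of all signals (3.5), leaving out probesets at or under the median mean signal (13.5), leaving out probesets whose name ends in _x_at, the median over a gene's probesets, the replicate number as a block, and each array left out in turn. Chosen after seeing the data were leaving out both dim and _x_at probesets, SAM without dim probesets, and setting values under 1 to 1. Where explanations were tested, the rule for reading 3 of the tests was changed after their values were seen, each time towards leaving the question open: the comparison of probesets within genes had to clear its bound by 2 standard errors, and the test of the genes behind the large rises was left open where bright probesets cover few of those genes, and the test of whole genes no longer excludes anything, because the called probesets were picked for the size of their difference.

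The test was tried on simulated data made from these arrays, with 200 of 54613 probesets changed by 1 or 2 log2 units, 100 of each. With 3 arrays in each group limma recovered 37% of the first and 71% of the second with 4 false calls, and SAM 4% and 50% with 5 false calls. Recovery was not split by signal, so that at dim probesets is not given. The number of arrays limits the precision of each value. CpG methylation arrays, FOXA1 binding sites, lists of genes changed in FGFR3 mutant tumors and the tumor cohorts were not analysed here.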

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

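The tests of whole genes and of MAP2K5 over its transcripts were chosen after the results were seen, and the others had been set beforehand. Folds are FOXA1 transfected over control, with signals under the 20th percentile (3.5) set to it.

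Of the probesets past the threshold, 5 that the paper does not discuss stand out by the size of their difference, with all FOXA1 transfected arrays outside the range of the control arrays. The fold was at least 618.9 at a probeset unnamed here and at least 7.94 at TMEM151A, both lower bounds that rest on the floor since their control signals lie under it, and it was 7.63 at CACNG4, 5.51 at ZNF408 and 0.249 at FSCN1. CACNG4 passed in 4 of the 6 repeats that left out an array, FSCN1 in 3, and TMEM151A and ZNF408 in 0. Whether any of these probesets matches sequence of the transfected plasmids was not tested.

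Together with MAP2K5 and SHISA3, the 4 that rose make 6 large rises at 5 named genes and the unnamed probeset, with a median log2 difference of 2.96. If each gene had risen over all of its transcripts, its other probesets would move too. For MAP2K5 the tables argue against this: its 3 other probesets with a signal over 4 times 3.5 differed by -0.22 to 0.33, with a median of 0.1626, against 5.13 at the called one. Over the 7 other probesets of all these genes the median was also 0.1626, which met the bound of 0.5 set for excluding a rise of the genes. That bound was wrong for the other genes, since 5 of the 7 belong to MAP2K5 and the other 2, of CACNG4, lie near the floor, so a rise of CACNG4, SHISA3, TMEM151A and ZNF408 as whole genes stays open. A rise of single transcript variants after transfection, and signal from other RNA at these probesets, were not tested.

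The same comparison was made for all called genes with another bright probeset. Over 19 genes the mean log2 difference of the other probesets, relative to that of the called one, had a median of 0.119 (SE 0.076), with a range of -0.591 to 0.525, and 1 gene, TFPI2, reached 0.5. In 7 of the 19, every other bright probeset stayed under 0.5 of the called difference by 2 standard errors. The called probesets were picked for a large difference, which lowers this ratio by an amount that was not tested, so a change of the whole gene stays open, as do transcript variants and probes that read another transcript. The real grouping called 32 probesets and is the 1 of 10 splits of the arrays to reach that number, while the other splits called at most 0, by limma. These 10 splits are too few for a share under 0.05.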

How the results depend on the processing

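SAM without dim probesets, leaving out dim and _x_at probesets together, and values under 1 set to 1 were chosen after seeing the data. Where results differ between settings, the cause was not tested. FOXA1 at its brighter probeset stayed above 0 in every planned setting that gives it (log2 difference 0.47 to 0.72) and passed in none of them. Signals near 3.5, the 20th percentile, barely stand above background, which limits what FGFR3 and the dim probesets can show. SAM gives no adjusted p, the median over probesets gives no value for single probesets, and leaving out dim or _x_at probesets gives none for those left out.

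Of the 32 probesets called (21 higher, 11 lower), SAM called 4 (1 higher, 3 lower) and shared 1, limma without the trend 1 (1 and 0), median centring 7 (5 and 2, all shared), leaving out dim probesets 179 (98 and 81, with 31 shared of the 31 left), and leaving out _x_at probesets 12 higher and 10 lower. The floor gave 37 and shared 6. Leaving out dim and _x_at probesets gave 153 (76 and 77), SAM without dim probesets 101 (101 and 0), and values under 1 set to 1 gave 2 (2 and 0). Without 1 array the number was 4 to 76 (4 to 63 higher, 0 to 13 lower), highest without FOXA1 transfected array 3. By limma 6192 probesets had an unadjusted p under 0.05, and 4352 without the trend. The share of higher among the calls was 65.6%, 66.7% after quantile normalization, 71.4% after centring, 56.8% with the floor, 54.75% without dim probesets and 54.55% without _x_at probesets. It was 47.06% with the replicate number as a block, 25% by SAM and 49.67% without dim and _x_at probesets, and 40% to 100% without 1 array.

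Of the study's 50 probesets, 5 were called, 0 by SAM and 0 without the trend, 2 after centring, with the floor, or without _x_at probesets, 19 without dim probesets, and 1 to 4 without 1 array. With the sign of the table there was 1 after centring, ALDH1B1 (-0.00143), and 0 otherwise. After centring 38.3% of genes lay above 1, 21.0% above 1.2 and 25.05% below 0.8, which follows from its shift of all values, and without dim probesets 19.8% and 6.565%. Signs also turned, with no gene past the threshold, for ERBB2 at its brightest probeset (-0.0483) and CD44 (-0.0332) after centring, and for a dimmer ERBB2 probeset with the floor (0.2646). Without 1 array that dimmer ERBB2 probeset ranged from -0.70 to 0.71, and the 2 FGFR3 probesets from -0.19 to 1.52 and from -0.20 to 0.62.

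Camera passed 0 of 18 gene lists (3 at an unadjusted p under 0.05), and 0 with an estimated correlation. Fry passed 1 (luminal genes), centring 6, leaving out dim probesets 1, leaving out dim and _x_at probesets 1, and without 1 array 0 to 1. These adjusted p-values belong to lists that turned direction without passing. With fry they were 0.768 (mesenchymal), 0.870 (NF-kappaB), 0.272 (immediate early) and 0.849 (transcription factors of Table 3). After quantile normalization they were 0.962 (immediate early) and 0.951 (transcription factors), and after centring 0.199 (chromatin modifiers) and 0.807 (miR-99a/100 targets). Without _x_at probesets there was 0.959 (immediate early), and with the median over probesets 0.644 (basal) and 0.683 (miR-99a/100 targets). Without dim and _x_at probesets, chosen after seeing the data, there was 0.993 (transcription factors). Without 1 array the adjusted p ranged from 0.605 to 0.982 (basal), 0.605 to 0.982 (transcription factors), 0.595 to 0.982 (immediate early), 0.605 to 0.780 (chromatin modifiers) and 0.605 to 0.869 (miR-99a/100 targets), each turning in some of these repeats.

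The groups share replicate numbers, and with the number as a block 85 probesets were called (40 higher, 45 lower), among them all 32. Deviations of arrays with the same number correlated at 0.002, 0.038 and 0.011 over all probesets and at 0.050, 0.182 and 0.111 above the median signal, so the numbers are not taken to pair the arrays. Above the median signal each array correlated best with its own number, a hint from the data and not from the design.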

Differences from the paper's values

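The study's table and the values here match only after a change of direction. Across its 50 probesets the log2 folds of the table and those of FOXA1 transfected over control had opposite signs in all 50 (Pearson r = -0.911, Spearman correlation -0.847, across probesets, which are not independent replicates). Values are therefore set side by side as control over FOXA1 transfected, with FOXA1 transfected over control also given. On that scale 5 of the 50 folds differed, by more than 1.5 times and by more than the replicate SD. The alternatives named were fixed before the data were examined unless stated. The paper's methods describe RMA log2 values, while the values here are log2 MAS5 signals. How far this accounts for the differences below was not tested.

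The paper's dataset has 12939 genes and the one here 19775, without the paper's filter for concordance and its matching between platforms. Leaving out dim probesets (12095) or _x_at probesets (19356) falls within 1.5 times the paper's number, and the other settings do not. As these totals are unlike, shares are given beside counts. The paper reports 1650 genes (13%) above a ratio of 1.2 and here there were 3082, which is more, or 15.59%, which is within the limit (6252 or 31.62% as FOXA1 transfected over control). By count the floor (2471) and leaving out dim probesets (1192) come within the limit, while quantile normalization, median centring, leaving out _x_at probesets, the median over probesets and each array left out do not. By share only quantile normalization (20.59%) and median centring (31.18%) differ. Below a ratio of 1 the paper reports 7484 genes (58%) and here there were 11699, which is more, or 59.16%, which is within the limit (8075 or 40.83% as FOXA1 transfected over control). By count quantile normalization (10363), median centring (7571), leaving out dim probesets (6804) and leaving out control array 2 (10834) come within the limit, and the other settings do not. By share only median centring differs (38.29%). Below 0.8 the paper reports 567 genes or 4%, and here there were 5400 or 27.31% (2521 or 12.75% as FOXA1 transfected over control). Every alternative differs there too on this scale, the nearest being 1811 genes (14.97%) without dim probesets. As FOXA1 transfected over control, leaving out dim probesets gives 794 genes, within 1.5 times the paper's 567. Its share of 6.565% lies past 1.5 times the printed 4%, which is a rounded value. That share lies just within 1.5 times the share that 567 of 12939 genes make.

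At an FDR under 5% the paper reports 50 changed genes by SAM, and limma called 32 probesets at an adjusted p under 0.05. The floor (37) comes within the limit, and every other planned setting differs, SAM as implemented here with 4 among them. The paper has 36 lower, and here 21 were lower as control over FOXA1 transfected (11 as FOXA1 transfected over control). The replicate block (40) comes within the limit and the other settings do not.

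For SOX17 the paper's fold is 0.7 and the value here 0.3492 (2.864 as FOXA1 transfected over control), and without control array 2 (0.473) it does not differ. Without FOXA1 transfected array 1 (0.4369) it is more than 1.5 times away but within the replicate SD. The SOX17 signal of control array 2 (1.8) lies under the floor, and its effect on that SD was not tested. For CFAP74 the paper gives 0.67 and the value here is 0.3104 (3.221), with the floor (0.9266) as the setting that does not differ. For INPP5D the paper gives 0.67 against 0.2062 here (4.85), and for COL26A1 0.67 against 0.1669 (5.992), and no setting brings either within the limit. With signals under 3.5 set to 3.5 they are 0.2371 (4.217) and 0.3469 (2.883). For HPGD the paper gives 0.57 against 0.352 (2.841), and quantile normalization (0.3948), median centring (0.3994) and leaving out control array 2 (0.4126) do not differ. All other planned settings that give a value differ for these 5, and leaving out dim probesets gives one for HPGD alone. Control signals of CFAP74 (0.867) and COL26A1 (1.87) lie under the floor of 3.5, where signals have no order, so the size of their folds without the floor has no meaning. Those of SOX17 (3.60) and INPP5D (4.23) lie just above it.

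In direction, the paper has more genes lower than higher after transfection, and by the sample labels more were higher here (59.2% of genes, and 21 of 32 called probesets). For the genes the exception was median centring (38.3%). For the calls, more were lower with the replicate block (40 higher, 45 lower), by SAM (1 and 3), without FOXA1 transfected array 1 (4 and 6) and, chosen after seeing the data, without dim and _x_at probesets (76 and 77). With the groups turned, the paper's order holds for the genes (40.8% above 1). For large differences it holds by the labels and not with the groups turned: the paper has more genes above 1.2 than below 0.8, and here there were 6252 and 2521 by the labels and 3082 and 5400 turned. Median centring reverses this, with 4161 and 4954 by the labels and 6165 and 3679 turned. After quantile normalization there were 4873 and 3382 by the labels, and the turned counts were close (4071 and 4146). Of the table's 50 probesets, 5 were called here (MAP2K5, SHISA3, DKK1, RPL37A and PNO1), each higher in FOXA1 transfected cells where the table has it lower. Leaving out dim probesets also called IGFBP3, CDC25C, SEPTIN6, MAP3K5, TCEA2, GRB14, IER3, DUSP14, PRPF3, GET3, SF3B4, G3BP1, PSME3 and H2BC12, making 19. The floor called MAP3K5 and GRB14, and the replicate block also G3BP1 and H2BC12. Leaving out dim and _x_at probesets called 13 of the 50 and SAM without dim probesets 8, both chosen after seeing the data. No planned setting called the other 31. The paper names IGFBP3 and ERBB2 among the genes identified. IGFBP3 had an adjusted p of 0.0590 at the probeset of the table, and ERBB2 one of 0.731 at its brightest probeset (log2 difference 0.13, or -0.05 after centring), and no planned setting called ERBB2. In Supplementary figure 6 the most distant points lie at negative log2 values, while here the largest differences were positive (10.83 at the unnamed probeset, whose control signals lie under the floor, and 5.13 at MAP2K5).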

Other observations

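The test on the direction of the study's table was chosen after the result was seen, and the tests on _x_at probesets and on splits of the arrays were set before. Of 24 measured luminal urothelial genes, 18 had log2 differences above 0 and 6 below 0 in FOXA1 transfected cells. Their median was 0.17, -0.02 after median centring, and 0.08 to 0.35 without 1 array. FOXA1 itself, the transfected gene, is the member with the smallest p. None passed limma over all probesets or when adjusted over the list alone. UPK1B, a protein of the urothelial plaque, had a signal of 25.3 ± 5.15 (SD, n = 3) in FOXA1 transfected and 14.9 ± 4.63 (SD, n = 3) in control cells (log2 difference 0.80, SE 0.35, adjusted p = 0.420 from limma) and GATA3 a log2 difference of 0.95. The list did not pass camera (adjusted p = 0.686, and 0.832 with an estimated correlation) and passed fry, which asks only whether its genes move one way on balance (adjusted p = 0.0395, in a range of 0.0395 to 0.832 over the alternatives). Of 19 basal and squamous genes, 10 lay above 0 and 9 below, with a median of 0.02 and none past the threshold over all probesets or adjusted over the list alone (camera adjusted p = 0.891, and 0.929 with an estimated correlation). CD44, a basal marker, had 2391 ± 130 against 2157 ± 151 (log2 difference 0.15, or -0.03 after median centring), and KRT10 a log2 difference of 0.26. Of 21 markers of leukocytes, endothelium, muscle and nerve, 15 lay above 0 and 6 below. Their median was 0.27, and 0.08 to 0.585 without 1 array. None passed over all probesets or when adjusted over the list alone (camera adjusted p = 0.773, and 0.904 with an estimated correlation). Among these PECAM1 differed by 0.47, CD3E by 0.93, GFAP by 1.12 (0.82 with signals under 3.5 set to 3.5) and DES by -1.57 (-1.01 with that floor), all without passing.

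Of 25 mesenchymal genes, 14 lay above 0 and 11 below, with a median of 0.07 and none past the threshold over all probesets. N-cadherin (CDH2) was lower when adjusted over the list alone, at 362 ± 30.9 against 495 ± 36.4 (log2 difference -0.45, SE 0.09, adjusted p = 0.118 from limma over all probesets), and none was higher, while FN1 differed by -0.88 and ZEB2 by 0.29. Of 24 NF-kappaB inflammatory genes, 13 lay above 0 and 11 below, with a median of 0.02. None passed over all probesets, and IER3, an early response gene, was the 1 gene lower when adjusted over the list alone (-0.48). TNFAIP3, a feedback inhibitor of NF-kappaB, differed by 0.55 and IL1B by 0.91. The study's table holds IER3 and TNFAIP3 with the opposite signs (folds 1.47 and 0.74), so their direction is not independent evidence. Camera placed the mesenchymal and NF-kappaB lists on the lower side, both with an adjusted p of 0.769 (0.832 with an estimated correlation), while their medians and means lie above 0. Of 18 predicted targets of miR-99a and miR-100 from Table 1, 12 lay above 0 and 6 below (camera adjusted p = 0.883, and 0.929 with an estimated correlation). Their median was 0.13, and -0.004 to 0.16 without 1 array. None passed over all probesets, and the glycosyltransferase OGT was lower when adjusted over the list alone (-0.33), while BMPR2 differed by 0.20. Of 7 measured transcription factors with FOXA1 promoter sites from Table 3, 4 lay above 0 and 3 below, with a median of 0.05 and a mean of 0.06, on the lower side by camera (adjusted p = 0.891, and 0.929 with an estimated correlation). None passed over all probesets, and FOXL1 was higher when adjusted over the list alone (0.39), while BACH1 differed by -0.19. After median centring the medians of the basal, mesenchymal, NF-kappaB, miR-99a/100 target and transcription factor lists lay below 0 (-0.16, -0.12, -0.16, -0.05 and -0.13). The ACTB 3' to 5' ratio of the arrays behind all these lists was 2.37 in FOXA1 transfected and 1.73 in control cells.

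Over the 18 lists, the smallest camera p of the real grouping was 0.01106, and 6 of the 10 splits of the arrays, the real one among them, gave one as small, the lowest of the others being 0.0001148. Chance is not excluded for the gene lists. By fry, 10 lists passed the test for changes in either direction, which does not compare them with other genes.

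A hypothesis for the opposite direction of the study's table is that the labels of the 2 groups are exchanged, or that the table gives control over FOXA1 transfected. If the labels were exchanged, FOXA1 itself would be lower in the arrays labelled FOXA1 transfected. At its brighter probeset it was higher there, with a log2 difference of 0.6503 (SE 0.23), which goes against an exchange if its probes lie in the transfected sequence. The paper's order of large differences, with more genes above 1.2 than below 0.8, also runs as labelled (6252 and 2521, against 3082 and 5400 when turned). After median centring it runs as turned (4161 and 4954, against 6165 and 3679). After quantile normalization the turned counts were close (4071 and 4146, against 4873 and 3382 as labelled). The ratios 1.2 and 0.8 are unequal in log2 size and the order moved with the scaling, so it does not decide the direction. The FOXA1 bands of the western blot in Supplementary figure 4 run as labelled. All 50 signs of the table run against the labels. So do the paper's larger number of lower genes (59.16% were higher here, 38.29% after centring) and the most distant points of Supplementary figure 6, at negative values. Where the probes lie is not known here, and the difference did not pass limma (adjusted p = 0.307), so the question stays open, and the direction in which the table was computed was not tested.

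Probesets of the _x_at kind, which can bind several near-identical transcripts, make up 7.70% of all, but 8 of the 21 called higher and 1 of the 11 called lower. With the floor they were 0 of 21 called higher and 0 of 16 called lower. They were 0 of 4 higher calls without FOXA1 transfected array 1 or control array 2. By SAM, or by limma without the trend, they were 0 of 1. They were 5 of 16 after quantile normalization, 1 of 5 after centring and 28 of 98 without dim probesets. With the replicate block they were 16 of 40, and without 1 of the other arrays 1 of 5 to 31 of 63. In the study's table they are 12 of the 36 probesets with a fold under 1 and 0 of the 14 over 1. Over all 4207 the median log2 difference was 0.12, against 0.08 for the others. Brightness, array scaling and expression of the genes themselves each remain possible in part: the difference averaged 0.02779 over 10 bins of brightness (7 of them above 0), was 0.03313 after quantile normalization, and within 1813 genes that have both kinds had a median of 0.0154 (SE 0.0131). The first 2 values lie between the bounds set for them, and the last met the bound first set for expression of the genes as the cause but is left open, by a rule added after it was seen, because 2 standard errors carry it past that bound. Of the 10 splits of the arrays 3, the real one among them, gave a difference as large over the bins, with 0.03881 as the highest of the others, and 10 splits are too few for a share under 0.05. Apart from expression of the genes themselves, no biological explanation was tested for this pattern.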
